# Unique Gene Expression and MR *T_2_* Relaxometry Patterns Define Chronic Murine Dextran Sodium Sulphate Colitis as a Model for Connective Tissue Changes in Human Crohn’s Disease

**DOI:** 10.1371/journal.pone.0068876

**Published:** 2013-07-23

**Authors:** Christine Breynaert, Tom Dresselaers, Clémentine Perrier, Ingrid Arijs, Jonathan Cremer, Leentje Van Lommel, Kristel Van Steen, Marc Ferrante, Frans Schuit, Séverine Vermeire, Paul Rutgeerts, Uwe Himmelreich, Jan L. Ceuppens, Karel Geboes, Gert Van Assche

## Abstract

**Introduction:**

Chronically relapsing inflammation, tissue remodeling and fibrosis are hallmarks of inflammatory bowel diseases. The aim of this study was to investigate changes in connective tissue in a chronic murine model resulting from repeated cycles of dextran sodium sulphate (DSS) ingestion, to mimic the relapsing nature of the human disease.

**Materials and Methods:**

C57BL/6 mice were exposed to DSS in drinking water for 1 week, followed by a recovery phase of 2 weeks. This cycle of exposure was repeated for up to 3 times (9 weeks in total). Colonic inflammation, fibrosis, extracellular matrix proteins and colonic gene expression were studied. *In vivo* MRI *T*_2_ relaxometry was studied as a potential non-invasive imaging tool to evaluate bowel wall inflammation and fibrosis.

**Results:**

Repeated cycles of DSS resulted in a relapsing and remitting disease course, which induced a chronic segmental, transmural colitis after 2 and 3 cycles of DSS with clear induction of fibrosis and remodeling of the muscular layer. Tenascin expression mirrored its expression in Crohn’s colitis. Microarray data identified a gene expression profile different in chronic colitis from that in acute colitis. Additional recovery was associated with upregulation of unique genes, in particular keratins, pointing to activation of molecular pathways for healing and repair. *In vivo* MRI *T_2_* relaxometry of the colon showed a clear shift towards higher *T_2_* values in the acute stage and a gradual regression of *T_2_* values with increasing cycles of DSS.

**Conclusions:**

Repeated cycles of DSS exposure induce fibrosis and connective tissue changes with typical features, as occurring in Crohn’s disease. Colonic gene expression analysis revealed unique expression profiles in chronic colitis compared to acute colitis and after additional recovery, pointing to potential new targets to intervene with the induction of fibrosis. *In vivo T_2_* relaxometry is a promising non-invasive assessment of inflammation and fibrosis.

## Introduction

The chronic inflammatory bowel diseases (IBD), Crohn’s disease (CD) and ulcerative colitis (UC), are heterogeneous idiopathic inflammatory disorders of the intestine with a relapsing-remitting clinical course. The etiology remains unclear, but overall, an inappropriate immunologic response to commensal bacteria of the gut in genetically susceptible subjects is considered to be involved [1], [2]. In CD, which is in essence a transmural disease, chronic mucosal inflammation induces remodeling of the entire intestinal wall. This process is a cascade of events that includes epithelial cell damage and repair, angiogenesis and lymphangiogenesis and activation of immune cells and mesenchymal cells.

Mesenchymal cells, which are the major source of extracellular matrix (ECM) proteins, include (myo-) fibroblasts and smooth muscle cells of the muscularis mucosae and muscularis propria. Relapsing transmural inflammation in CD results in transmural lymphoid hyperplasia and in the accumulation of excess ECM proteins, including collagens. Intestinal strictures in CD are characterized by an increase in type V collagen, a collagen type produced in relatively large amounts by smooth muscle cells [3]. Collagens type IV and V are increased in the muscularis propria and around ganglia, while collagen type III is extensively present in ulcerations [4]. Also tenascin, a component of the ECM and synthesized mainly by fibroblasts, smooth muscle cells and myofibroblasts, is highly increased in active CD and UC [5]. In addition to these ECM changes, accumulation of myofibroblasts and alterations of the nerves induce fibromuscular obliteration of the submucosa, associated with thickening of the muscularis propria which results in a disturbed motility [6]. These events are the principal features in the genesis of the long-term complications of IBD such as strictures and perforating ulcers [2]. Neuronal and vascular changes make up the remaining connective tissue changes: these constitute a distinctive feature, and are even specific for CD [7].

Most if not all experimental animal models used to study the pathogenesis of IBD are acute or chronic without relapse and fail to reflect accurately the chronically relapsing inflammation that underlies the complications of human CD. Furthermore, recent evidence suggests that the pathways driving the inflammatory reaction in chronic murine colitis and in human CD may differ from those at onset of disease [8], [9]. A validated animal model of chronically relapsing inflammation is currently not available and would undoubtedly improve the understanding of the biology of remodeling and fibrosis of the bowel wall and assist the development of anti-fibrotic treatments [10], [11]. Multiple cycles of dextran sodium sulphate (DSS) induce chronic intestinal inflammation, but in spite of the technical ease, little attention has been given to the study of remodeling and fibrogenic responses to DSS [10], [12]–[14].

Non-invasive imaging tools that can assess connective tissue changes and can be applied repetitively, would be a major asset for these models, especially for the study of treatment efficacy. Ideally, these techniques should assess the full transmural extent of the disease and discern inflammatory from fibrotic lesions. The value of magnetic resonance imaging (MRI) as non-invasive assessment tools of transmural inflammation and extraluminal complications is increasingly recognized in human CD [15]. However, MRI data in murine ileitis or colitis are very limited [16]–[19].

Therefore, our aims were to investigate the connective tissue changes in a murine model of IBD with repeated cycles of DSS (1 week DSS followed by 2 weeks recovery; repeated up to 3 times) to mimic the relapsing nature of the disease. Colonic inflammation, fibrosis, extracellular matrix proteins and colonic gene expression were studied. Follow-up with *in vivo* MRI *T*_2_ relaxometry was used to investigate the value of this modality as a non-invasive assessment tool of bowel wall inflammation and fibrosis.

## Materials and Methods

### Mice

Female 6-weeks old C57BL/6 mice, obtained from Harlan (Horst, The Netherlands), were maintained in the Animal Care Facility of the Faculty of Medicine, University of Leuven (Belgium). Studies were approved by the local ethics committee for animal experimentation of the University of Leuven (P024–2010 and P134–2010).

### Induction and Evaluation of DSS Colitis

1.5–2.0% DSS (35–50 000 kDa; MP Biomedicals, Illkirch, France) was added to drinking water during 7 days to induce colitis. Acute colitis mice (n = 10) received 7 days of DSS without a recovery period prior to sacrifice and/or scanning. In a second group (n = 10) colitis was induced by DSS for 7 days followed by a recovery period of two weeks with normal drinking water, and this was defined as one cycle of DSS (figure 1A). In a third and fourth group, the DSS cycle was repeated twice (n = 10) or three times (n = 10). A fifth group (n = 10) received two cycles of DSS followed by an additional recovery period of three weeks with normal drinking water. Control mice (n = 7) received normal drinking water throughout. Previously, we performed these experiments several times in different set-ups. These data showed important weight loss after the first cycle of DSS exposure but limited changes in weight after subsequent administrations of DSS. Therefore, we used a higher percentage of DSS (2.0%) during the second and third cycle compared to the 1.5% for the first administration. The data presented are the final experiment in which we combined all groups. Mice were weighted twice weekly. All mice were age-matched at the time of sacrifice and/or scanning. Animals were euthanized with sodium pentobarbital (Nembutal, Ovation Pharmaceuticals Inc. Deerfield, US). The disease activity index (DAI) was determined based on body weight loss (one point for each 5% loss of weight), stool consistency (0, normal; 2, formed but very soft; 4, liquid) and presence of gross blood in the stools (0, none; 1, present).

**Figure 1:**
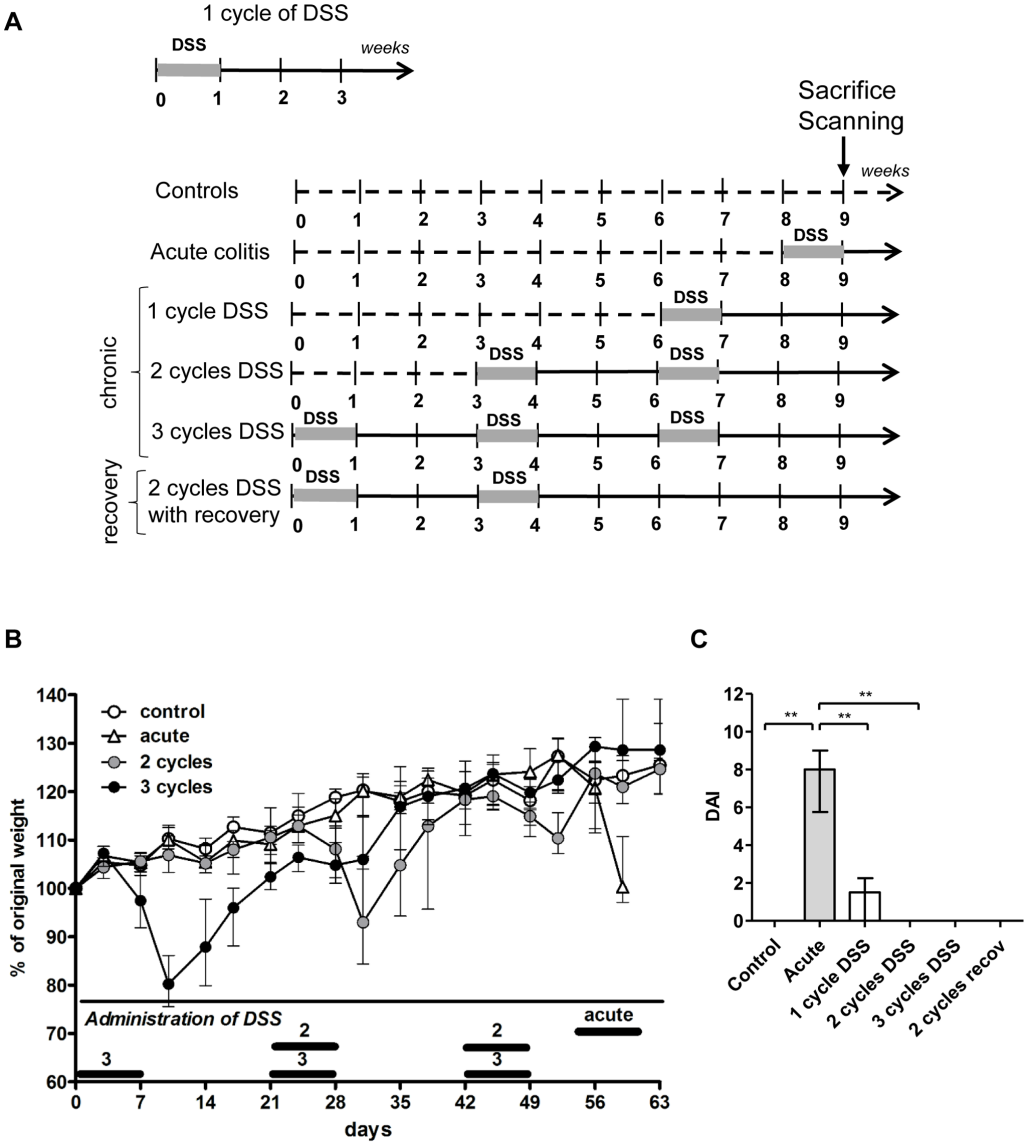
Experimental design, weight curves and disease activity index. (A) One cycle of DSS comprises 7 days of DSS followed by a recovery period of 14 days with normal drinking water. The study set-up consists of 6 different groups (n = 10 for each group with exception of the control group (n = 7) and 3-cycles group (n = 9). Acute colitis mice (n = 10) received 7 days of DSS without a recovery period prior to sacrifice and/or scanning. In a second group (n = 10) colitis was induced by DSS for 7 days followed by a recovery period of two weeks with normal drinking water, and this was defined as one cycle of DSS. In a third and fourth group, the DSS cycle was repeated twice (n = 10) or three times (n = 10). A fifth group (n = 10) received two cycles of DSS followed by an additional recovery period of three weeks with normal drinking water. Control mice (n = 7) received normal drinking water throughout. All mice were 6-weeks old at time of start of the 9-weeks study period and in this way age-matched at the time of sacrifice and scanning (15-weeks old). (B) Weight curves of control mice, acute, 2-, and 3-cycles mice. Data are expressed as medians with interquartile range (IQR). (C) The disease activity index (DAI) was determined at the end of the 9-weeks study period, based on body weight loss (one point for each 5% loss of weight), stool consistency (0, normal; 2, formed but very soft; 4, liquid) and presence of gross blood in the stools (0, none; 1, present). Data are expressed as medians with IQR. Mann-Whitney U testing (*p<0.05, **p≤0.01, ***p≤0.001).

### Evaluation of Colonic Inflammation and Histology

The entire colon was removed, cleaned, weighted and measured from the ileocaecal junction to anus. A macroscopic damage score was calculated as the sum of the presence of adhesions (0, none; 1, mild to moderate; 2, moderate to severe), hyperemia (0, none; 1, present) and extent of colonic infiltration (one point for each centimeter of moderate inflammation or two points for each centimeter of severe inflammation evaluated by the thickness of the colon). One part of the most infiltrated distal colon was fixed in 4% formalin for histology and one part snap frozen. Hydroxyprolin assay was performed as previously described [20]. Wet and dry weight of a piece of the most infiltrated distal colon were determined by weighing tissue before and after drying (>18 hours at 60°C). Difference in weight was considered to be the water content. Histology was performed in paraffin embedded, 5 µm-thick longitudinal and transverse sections stained with hematoxylin and eosin. The microscopic score of inflammation was calculated as previously described [21]. The histological active disease score comprised the sum of neutrophil infiltration and epithelial defects, expressing the activity of disease and the potential for acute tissue damage during the last 24 hours prior to tissue sampling. Slides were scored by an experienced pathologist (K.G.) blinded to the experimental condition.

### Evaluation of Fibrosis and Chronic Wound Healing

Sections were stained using a picro-sirius red and Martius-scarlet-blue trichrome (MSB) staining highlighting connective tissue changes [22]. Images were acquired using a Zeiss Axiovert 200 microscope, a Zeiss Axiocam MRc5 camera and the Zeiss Axiovision 4.7.1.0 software imaging system. The surface of blue in mucosa and submucosa was quantified using ImageJ 1.45 s and used as an indication for the deposition of collagen [23]. The thickness of the mucosa and muscularis propria was calculated as mean value of two different points per mouse on uniform horizontal cross sections of colon crypts using ImageJ [23].

### Immunohistochemistry

Five µm-sections were deparaffinized and rehydrated. After antigen retrieval and blockade of endogenous peroxidases followed by washing steps, sections were incubated with primary antibodies for 1–2 hours at room temperature followed by incubation with the secondary antibodies during 45 minutes. After washing and amplification with Tyramide Cy3 (NEL704, Perkin Elmer), slides were incubated with DAPI (Sigma-Aldrich, cat# D9542), and finally mounted with Fluorsave reagent (Calbiochem cat# 345789). Following primary antibodies were used: polyclonal rabbit anti-α-smooth muscle actin (α-SMA) (Abcam ab5694) in a 1/100 dilution, polyclonal goat anti-vimentin (Sigma V4630) in a 1/2500 dilution, polyclonal rabbit anti-collagen I (Abcam ab21286) in a 1/250 dilution, monoclonal rat anti-tenascin C (Abcam ab6346) in a 1/4500 dilution and polyclonal rabbit anti-collagen III in a 1/500 dilution (ab7778). As secondary antibodies, we used donkey anti-rabbit Alexa 488 (Jackson 711-545-152) in a 1/400 dilution and donkey anti-goat HRP (Jackson 705-035-147) in a 1/500 dilution.

### Whole-transcript Expression Microarray Analysis

Total RNA was extracted from snap frozen colon (Qiagen RNeasy Mini Kit cat# 74106). Total RNA (200 ng) was used to analyze the mRNA expression via Mouse Gene 1.0 ST arrays according to manufacturer’s manual 4475209 Rev.B (Applied biosystems, CA) and 702808 Rev.6 (Affymetrix, CA). Briefly, in the first cycle, double stranded cDNA was prepared with random hexamers tagged with a T7 promoter sequence followed by the generation of cRNA using the GeneChip WT Synthesis and Amplification kit (Applied biosystems). cRNA concentration after cleanup was measured with the NanoDrop ND-1000 spectrophotometer (NanoDrop Technologies, DW). In the second cycle, sense oriented single-stranded DNA containing dUTP is generated and the concentration is, after cleanup, measured using the nanodrop. The cRNA is hydrolysed and the single stranded DNA is fragmented using uracil DNA glycosylase (UDG) and apurinic/apyrimidinic endonuclease 1 (APE1) (GeneChip WT terminal Labeling kit, Affymetrix). The quality of fragmentation (fragments should be between 40 and 70 nucleotides) is checked on the bioanalyzer (Agilent, Waldbronn, Germany). The fragmented DNA is labeled by terminal deoxynucleotidyl transferase (TDT) with the Affymetrix DNA Labeling reagent that is covalently linked to biotin (GeneChip WT terminal Labeling kit, Affymetrix). Labeled DNA was hybridized to the array during 17 h at 45°C. The arrays were washed and stained in a fluidics station using the GeneChip hybridization, Wash end Stain kit (Affymetrix) and scanned using the Affymetrix 3000 GeneScanner. For data analysis, all image files were generated using the Affymetrix GeneChip command console (AGCC). The raw data were analyzed with RMA sketch using the standard settings for Gene 1.0 ST arrays of Expression Console in the AGCC software (Affymetrix). The microarray data were deposited at Gene Expression Omnibus under the series accession number GSE42768 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?token=ztwzpaseamwoora&acc=GSE42768), and were handled in accordance with the MIAME (Minimum Information About a Microarray Experiment) guidelines. The microarray data were analysed using Bioconductor tools in R (version 2.12.2, http://www.r-project.org) [24]. Probe level analysis was performed on the Affymetrix raw data (.cel files) with the robust multichip average method to obtain a log2 expression value for each gene probe set [25]. Unsupervised complete-linkage hierarchical clustering, using Euclidian distance as metric, was performed to visualize gene (probe set)/sample relationship. The clustering results were visualized as a 2-dimensional heatmap with 2 dendograms, one indicating the similarity between samples and the other indicating the similarity between gene probe sets. For comparative analysis, linear models for microarray data (LIMMA) [26] was performed for all the gene probe sets (n = 35511) present on the microarray to identify probe sets that are different between the groups, based on moderated *t*-statistics. The p-values derived from the moderated *t*-statistics were adjusted for multiple testing using the Benjamini and Hochberg false discovery rate (FDR) method [27]. The Bio Functional Analysis tool in the Ingenuity Pathway Analysis program (Ingenuity Systems®, www.ingenuity.com) was used to identify biological functions that were most significant to the datasets of differentially expressed gene probe sets, identified by LIMMA analyses.

### MRI - *T_2_* Relaxometry

Six mice per experimental condition (control mice: only 5) underwent MRI before sacrifice. Mice were anesthetized with 1.5–2% isoflurane mixed with air during the procedure. No paralytic agents were used. Images were acquired with a 9.4 T BioSpec system (Bruker Biospin, Ettlingen, Germany; horizontal bore, 20 cm) equipped with an actively shielded gradient insert (1200 mT/m) and using a 3.5 cm volume resonator (Rapid Biomedical, Rimpar, Germany). For planning purposes 2D respiration-triggered sagittal and coronal fat suppressed *T_2_*-weighted (*T_2_*w) images were recorded (RARE; TEeff = 52 ms, TR = 4800 ms, FOV = 3×3 cm, matrix = 256×256; slice thickness = 1 mm). *T_2_* maps were recorded from the same locations (multi-slice-multi-echo sequence, TR = 4000 ms, TE = 10–100 ms, 4 dummy scans, 3 averages, matrix 128×128, fat suppression, other parameters identical) covering the distal part of the colon. Maps were calculated using a plug-in for ImageJ. [23], [28] Regions of interest delineating the colon wall were manually drawn on the *T_2_*w images, acquired with the same geometry as the *T_2_* map, and then copied to the *T_2_* map. Histograms were created from the *T_2_* maps from three slices over the distal part of the colon. The final histogram per condition was calculated as a mean value of the sum of individual histograms per mouse and corrected for the total number of observed pixels per mouse.

### Statistical Analysis

Statistical analysis and calculations were performed using GraphPad Prism 5.03 (GraphPad, La Jolla, CA, USA) and R (version 2.7.2, http://www.r-project.org). Data are represented as medians (25% percentile, 75% percentile) and the individual p-values for two groups were obtained using Mann-Whitney U testing (*p<0.05, **p≤0.01, ***p≤0.001), unless annotated differently. Differences were considered statistically significant at p<0.05. For the statistical analysis of the MRI *T_2_* profiles, *T_2_* maps were analyzed by first carrying out a variable selection from random forests using both backwards variable elimination (for the selection of small sets of non-redundant variables) and selection based on the importance spectrum (varSelRF package in R). On the basis of the selected *T_2_* values, a non-parametric MANOVA was subsequently performed to compare the groups of interest on the joint set of retained *T_2_* values. For the analysis of the histograms, a Bonferroni correction was used to correct for multiple testing.

## Results

### Repeated Cycles of DSS Induce Relapse and Remission

The experimental design is summarized in Figure 1A. First, we studied the effect of 2 cycles of DSS and compared this to acute colitis (DSS for 7 days without recovery period). To study the effect of one cycle less or more, we added a 1-cycle group and a 3-cycles group. In an additional group, we examined the effect of an additional recovery period of three weeks after 2 cycles of DSS administration. During the first week of exposure to DSS, mice showed about 20% body weight loss and had bloody stools. This was followed by a complete recovery during the next 2 weeks. The following cycles of DSS induced less weight loss (Figure 1B). A disease activity index (DAI) was calculated on the basis of body weight loss, stool consistency and presence of gross blood in the stools at time of sacrifice. The highest DAI (DAI = 8.0 (5.8–9.0) was observed after the first week of DSS exposure due to weight loss and bloody stools. At the end of the following 2-weeks recovery, the DAI decreased to 1.5 (0–2.3). The DAI further decreased to 0 at the end of 2 and 3 cycles of DSS (Figure 1C). Only one mouse died during the experiment, i.e. after the first administration of DSS.

### Chronic DSS Colitis is Associated with Thickening and Infiltration of the Colon

In contrast to the DAI, the macroscopic damage score increased during the 2-weeks recovery phase after one administration of DSS (p<0.001), and increased even more with one or two additional cycles of DSS (2 cycles vs. 1 cycle, p = 0.010). During prolonged recovery after the second cycle of DSS (2-cycles with prolonged recovery), there was however a significant decrease of the macroscopic score (Figure 2A,B). The colon length was reduced significantly after one week of DSS exposure compared to control colon (p = 0.040), but tended to normalize during the 2 weeks of recovery. After 2 or more cycles of DSS, colon lengths were similar to those of control mice (Figure 2C). A significant increase in colon weight was observed in the chronic conditions with a maximum after 2 cycles of DSS, leading to a significantly higher weight/length ratio compared to acute colitis (p = 0.006) (Figure 2D,E). During additional recovery of 3 weeks after the second cycle of DSS, there was a significant decrease in colon weight (Figure 2D).

**Figure 2:**
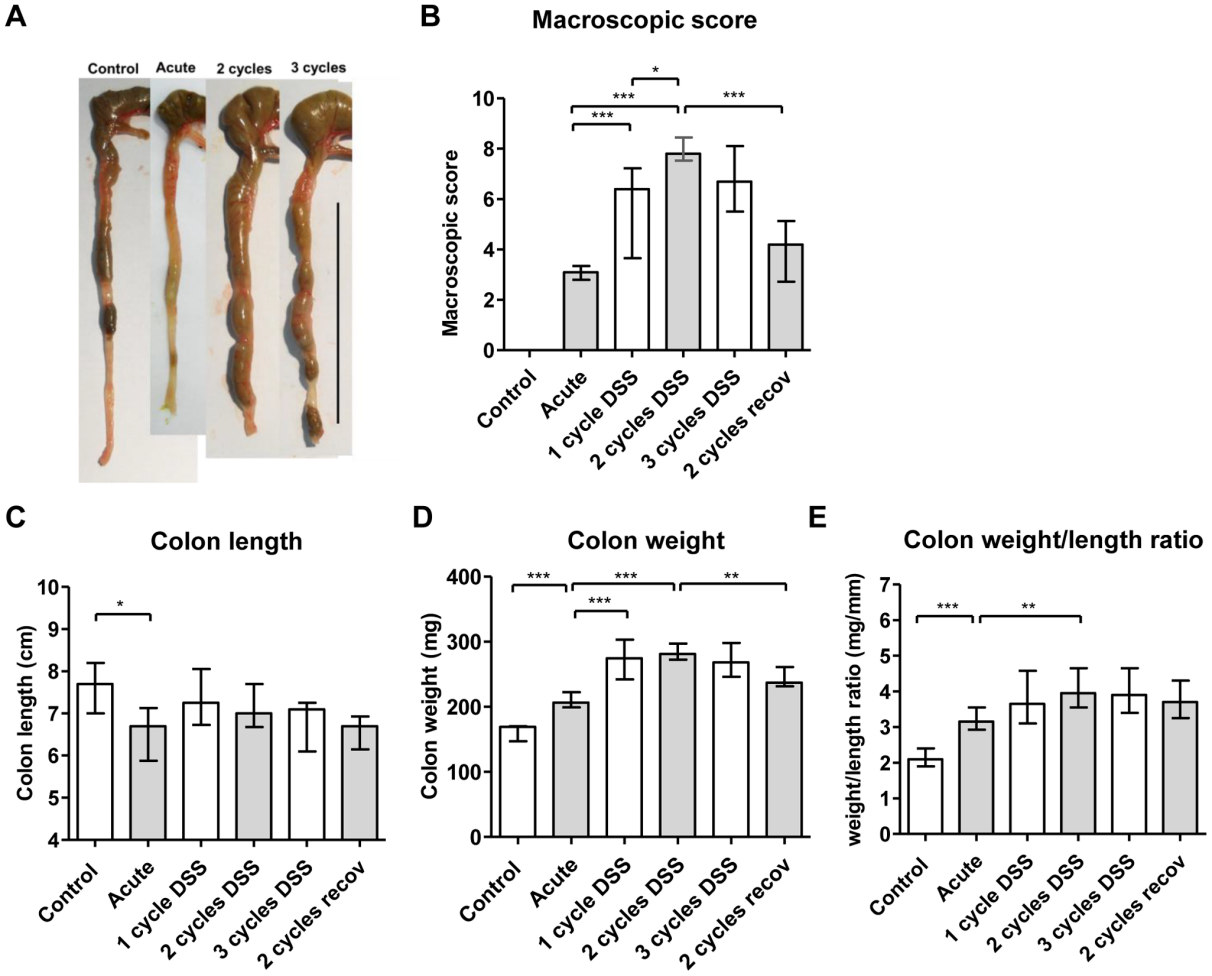
Inflammation of the colon. (A) Representative pictures of the colon in control mice, acute, 2-, and 3-cycles DSS colitis mice. The black bar represents 5 cm. (B) Macroscopic damage score of the colon in the 6 groups. (C) Length of colon shortened significant after 7 days of DSS (acute DSS colitis) compared to the control mice. (D) Weight of colon after removal of the feces. (E) Weight/length ratio of the colon. All data are expressed as medians with IQR. Mann-Whitney U testing (*p<0.05, **p≤0.01, ***p≤0.001).

### Repeated DSS Exposure Induces Typical Histological Features of Crohn’s Disease

In the acute DSS colitis, typical histological inflammatory changes including infiltration of cells in mucosa and submucosa, loss of surface cells and re-epithelialization, crypt dilatation and crypt fissioning were found. After 2 and 3 cycles of DSS, these changes persisted throughout all layers, and we observed the appearance of lymphoid aggregates in the submucosa and subserosa, a unique and typical feature of CD (Figure 3A–B). The histological inflammation score was high after 1 week of DSS exposure and further increased in the 2-weeks recovery phase and during an additional cycle of DSS (Figure 3B). During a third cycle of DSS, architectural changes were less prominent, while mononuclear cell infiltration persisted but less neutrophils were present compared to the 2-cycles colon, leading to a lower histological inflammation score (Figure S1). This correlated with a lower histological active disease score (Figure 3C). This histological active disease score is expressing the activity of disease and the potential for acute tissue damage during the last 24 hours prior to tissue sampling. To differentiate between the effect of edema and remodeling, the thickness of the mucosa and muscularis propria was measured (Figure 3D–E). Repeated cycles of DSS induced persistent thickening of the mucosa, associated with ongoing inflammation. With more cycles of DSS, representing more chronic disease, a significant increase in thickness of the muscularis propria was observed. We also studied the effect of prolonged recovery after 2 cycles of DSS exposure on histological characteristics. The histological inflammation significantly decreased during prolonged recovery (p<0.001) (Figure 3B). Prolonged recovery also led to a normalization in mucosal thickness, expressing the plasticity of the mucosa to restore the architecture during a healing response. However, it was not associated with a recovery of the structural changes in the muscular layers, indicating persistent mesenchymal remodeling.

**Figure 3:**
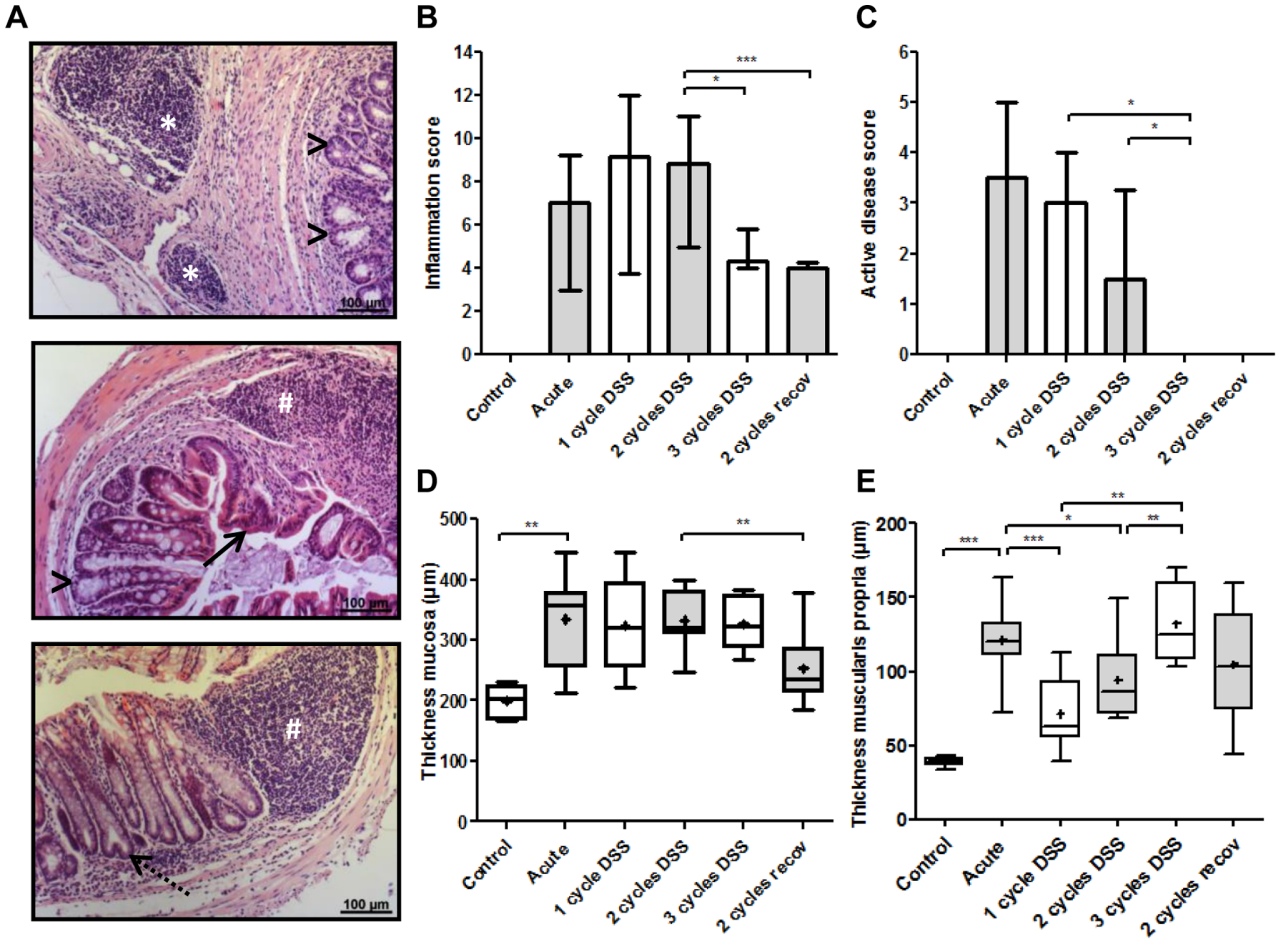
Histological read-outs of colitis. (A) Representative pictures of colon sections from mice after 2 and 3 cycles of DSS exposure. The repeated cycles of DSS induce persistent and dense infiltration of deeper layers with mononuclear cell aggregates in the subserosa (*), crypt dilatation (>), re-epithelialization (→) and crypt fission (dotted →). (B) Microscopic inflammation score. Three sections per animal were evaluated. The details of this score are shown in supplementary figure 1. Data are expressed as medians with IQR. (C) The lower degree of inflammation after 3 cycles and 2 cycles with prolonged recovery is associated with a lower histological active disease score. The histological active disease score comprised the sum of neutrophil infiltration and epithelial defects, expressing the activity of disease and the potential for acute tissue damage during the last 24 hours prior to tissue sampling. (D) Thickness of the mucosa and (E) thickness of the muscularis propria. Two sections per animal were evaluated. The mean is annotated as +. Data are expressed as box and whiskers and 5–95 percentile are plotted. Mann-Whitney U testing (*p<0.05, **p≤0.01, ***p≤0.001).

### Repeated DSS Exposure is Associated with More Connective Tissue Changes

Martius-scarlet-blue staining showed abundant collagen deposition in the mucosa and submucosa after 2 and 3 cycles of DSS exposure (Figure 4A). Analysis of the surface of blue in mucosa and submucosa revealed a higher fibrosis score after 2 and 3 cycles compared to 1 cycle of DSS (p<0.001) (Figure 4B). After prolonged recovery, there was a lower degree of fibrosis (2 cycles versus 2 cycles with additional recovery, p<0.001). These findings were confirmed using a hydroxyprolin assay (2 cycles versus acute and 1 cycle, p = 0.043 and p = 0.019 respectively) (Figure 4C). The 2-cycles with recovery group tended to have higher levels of collagen compared to the 2-, and 3-cycles group (p = 0.143 and p = 0.133 respectively).

**Figure 4:**
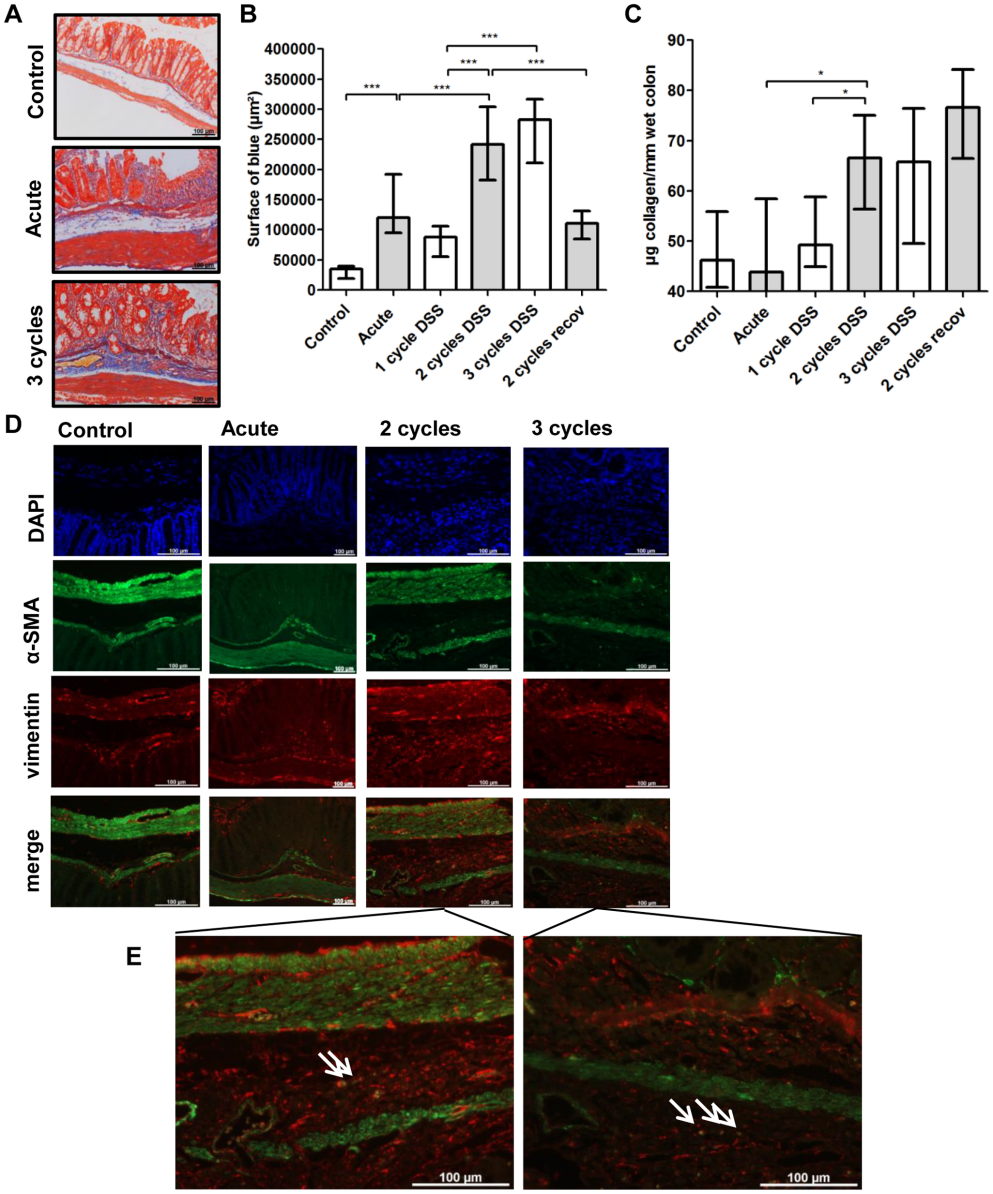
Fibrogenic changes in the colon. (A) Representative pictures of an Martius-scarlet-blue (MSB) staining of control mice, acute colitis and 3-cycles mice. A clear deposition of collagen in the submucosa is present in chronic DSS colitis. (B) Histological scoring of fibrosis using a MSB-staining shows that more cycles of DSS are associated with more fibrosis (surface of blue in mucosa and submucosa). More recovery is associated with a lower degree of fibrosis. (C) Hydroxyprolin assay. Data are expressed as µg collagen per mm wet colon. Data are expressed as medians with IQR. Mann-Whitney U testing (*p<0.05, **p≤0.01, ***p≤0.001). (D-E) Analysis of the mesenchymal cells in the submucosa shows the presence of myofibroblasts (α-SMA^+^ and vimentin^+^) in the submucosa after 2 and 3 cycles, indicated with the arrows. These cells are absent in control colon and in acute colitis.

Myofibroblasts (vimentin and α-SMA positive) were present in the submucosa after 2 or more cycles and not in the acute phase (Figure 4D,E). The muscularis propria was clearly thicker (Figure 3E) and more infiltrated with vimentin positive cells after 2 and 3 cycles compared to acute colitis (Figure 4E). Deposition of collagen I, correlating well with the MSB and picro-sirius red staining, was present in regions in the submucosa around vimentin positive cells, i.e. myofibroblasts, after 2 or 3 cycles (Figure 5A). Collagen III, the newly synthesized collagen observed in wound healing response, was clearly present in the submucosa in acute colitis, and even more so after 2 and 3 cycles, when collagen III infiltration between the smooth muscle cells of the muscularis propria was observed (Figure 5B). With additional recovery after 2 cycles, less collagen III was present (data not shown).

**Figure 5:**
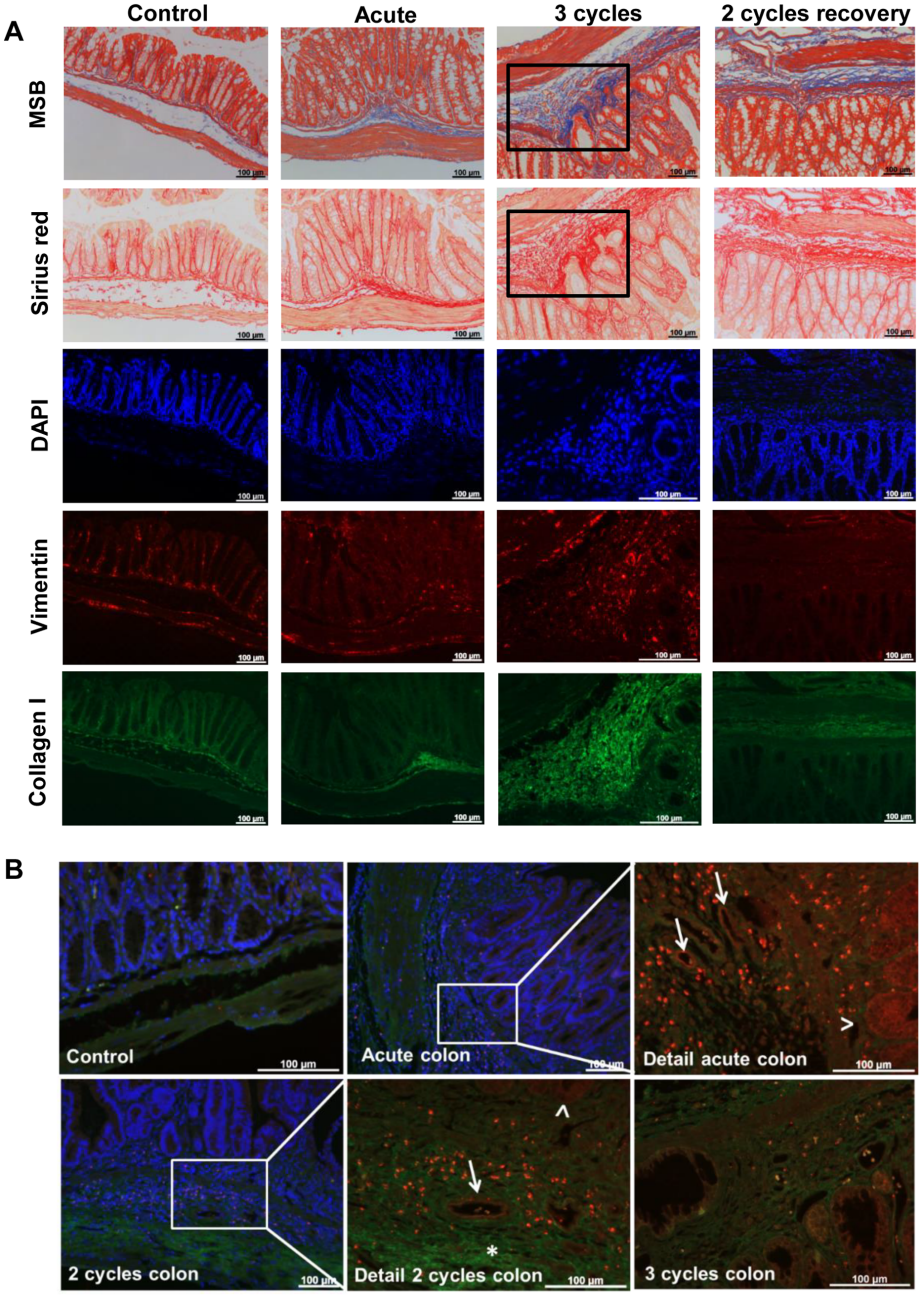
ECM changes in acute and chronic DSS colitis. (A) Representative pictures of the collagen I staining of control, acute, 3-cycles and 2-cycles with recovery colon and corresponding MSB and picro-sirius red staining. The rectangle in the upper pictures is shown with higher magnification in the lower pictures. (B) Representative pictures of the collagen III and tenascin staining in control, acute, 2-cycles and 3-cycles colon (merge image, blue = DAPI, green = collagen III and red = tenascin). The rectangle in the picture of the acute and 2-cycles colon is shown with higher magnification in the next picture (merge of collagen III and tenascin staining). No tenascin is observed in control colon. In the acute model, tenascin stains as a dot-like pattern in the mucosa and submucosa, indicating the tenascin-producing cells. Also a linear deposition of tenascin is seen around some crypts (>) and in blood vessels present in the submucosa (→). In the 2-cycles colon, the same expression of tenascin is observed. More collagen III is present in the submucosa (*). In the 3-cycles colon, less tenascin-positive cells are observed.

As in the human colon, tenascin staining was negative in control colon (Figure 5B). In the acute phase, tenascin was clearly present in the mucosa and submucosa in individual cells. A linear deposition of tenascin around the crypts was also seen, as expected in acute colitis. The mucosal linear deposition and submucosal spots persisted after 2 cycles, correlating with persisting tissue damage. The expression of tenascin decreased after 3 cycles and with prolonged recovery after the second cycle, in association with restoration of tissue damage.

### Distinct Gene Expression Clusters Associated with Induction of Fibrosis and with Additional Recovery

To study the differences in colonic gene expression levels between acute and more chronic colitis, we performed a micro-array on colonic tissue of 5 animals per group, followed by an unsupervised hierarchical clustering of the top 50 gene probe sets with the highest variation in expression across the 30 arrays (Figure 6, Table S1). This allowed us to clearly identify distinct gene clusters related to the different conditions. 

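The values of 29 arrays were used here, 1 per mouse: 5 control mice, 4 mice with acute colitis (1 more array of that group was not used here), 5 mice each after 1, 2 and 3 cycles of DSS, and 5 mice after 2 cycles with additional recovery. RNA from snap frozen colon had been hybridized to Affymetrix Mouse Gene ST arrays, on which a probe set is a group of short DNA probes, usually for 1 transcript. The authors deposited log2 expression values made with RMA, a method that corrects the background, brings the arrays to 1 distribution and summarizes the probes of each probe set. Of the 35511 probe sets, 21789 carry 1 gene symbol, for 19938 genes, and 12101 have no gene listed. The latter include at least 1 control probe set of the array. The median log2 value lay between 6.02 and 6.14 in each array, and the correlation between arrays, taken across probe sets, was 0.943 to 0.992. Groups were compared with limma, which tests each probe set with an estimate of the spread shared among probe sets, in 1 fit of all 6 groups. A probe set was called higher or lower at an adjusted p under 0.05 (Benjamini-Hochberg over all probe sets) and a fold change above 2, the thresholds of the study. The number of arrays limits the precision of each value. The arrays also form 2 sets within groups, defined by 1 probe set, called ATP6 here although the annotation lists no gene for it. It was at most 8.14 in 14 arrays (the low arrays) and at least 11.09 in the other 15 (the high arrays). All control and 1-cycle arrays belong to the first set and all 3-cycles and recovery arrays to the second, so that only acute colitis and 2 cycles hold arrays of both. A model with the 2 sets has wider standard errors for comparisons across them.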

Two major clusters were observed. Cluster I comprised two subclusters: the control group and the acute DSS colitis group. Cluster II contained also two subclusters: IIa included the samples of chronic colitis, so after 1, 2 and 3 cycles DSS, and IIb mainly the samples after 2 cycles with prolonged recovery. So, even in an unsupervised analysis, colonic gene expression showed clear differences between chronic and acute colitis, and between chronic colitis and prolonged recovery after the second cycle of DSS exposure.

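The 50 probe sets of highest variance were led by Reg3b and Reg3g, which encode antimicrobial lectins of the gut epithelium, and by Ppbp, a chemokine precursor stored in platelets. Of the 50, 15 encode immunoglobulin chains, the products of plasma cells, and keratins of stratified epithelium such as Krt5 and Krt4 are among the rest. Table S1 lists 45 of them. In the tree from complete linkage, the first division set the 5 control and 4 acute arrays against the 20 others. Divided into 4, the tree gave 1 cluster of the 5 controls and 1 of the 4 acute arrays. Another cluster held all arrays after 1 and 2 cycles, 4 of the 3-cycles arrays and recovery replicate M5, and the last held 4 recovery arrays with 3-cycles replicate G3. The grouping of controls with acute colitis depended on single arrays, since without acute replicate B2, or without C3, the first division placed 15 of 28 arrays as in the study. A tree has no test of its own, so the differences were also tested with limma. Against the mean of the 3 chronic groups, acute colitis had 100 probe sets higher (195 without B2, 40 without B3) and 224 lower. Recovery had 54 probe sets higher and 3 lower than 2 cycles, and 0 either way when only these 2 groups were fitted (3420 at an unadjusted p under 0.05 by limma) and without recovery replicate M1 or N3.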

**Figure 6:**
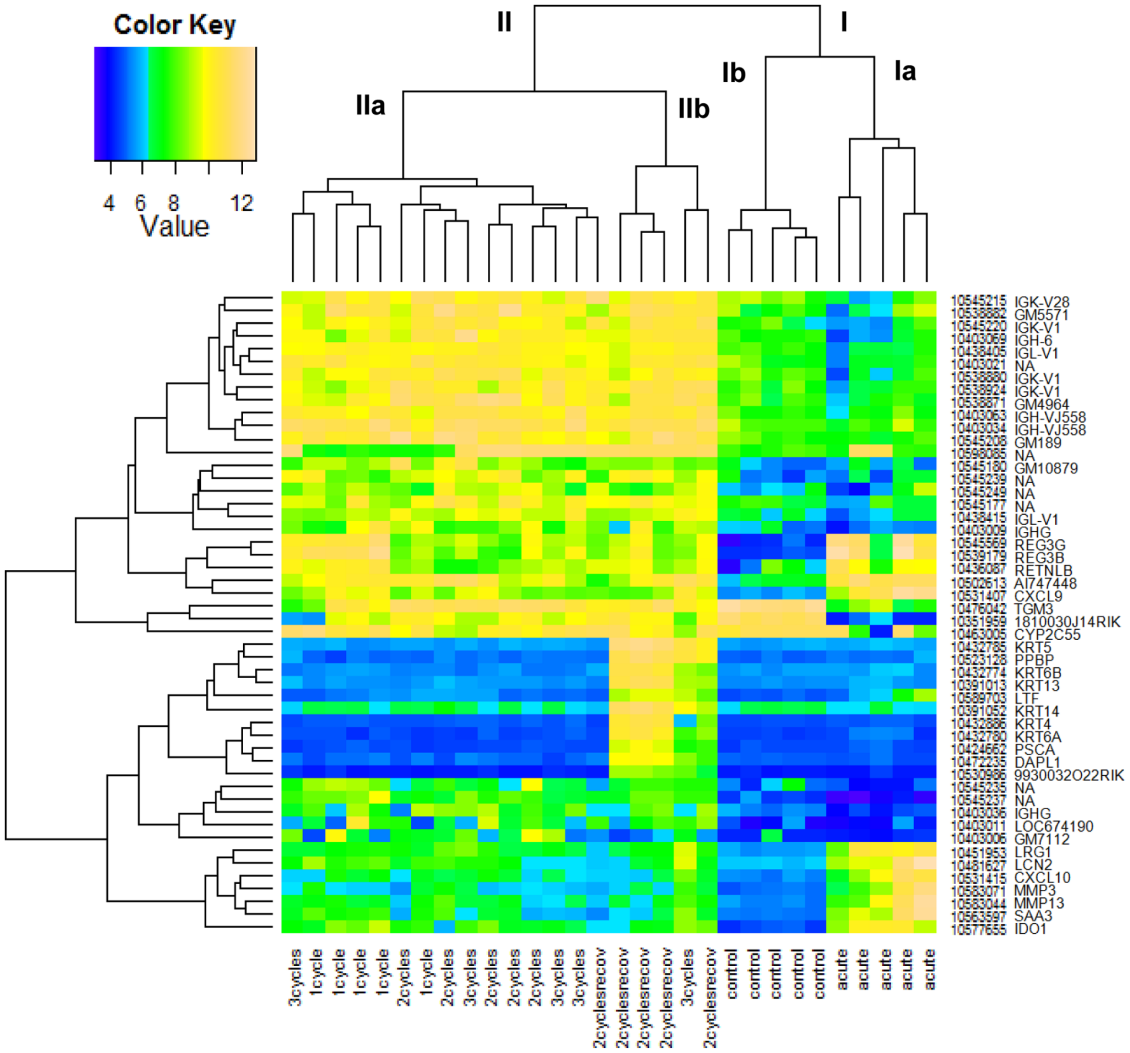
Unsupervised hierarchical cluster analysis based on log2 expression values of top 50 most variable gene probe sets. Individual samples are shown in columns and gene probe sets in rows. The log2 expression values for individual genes are indicated by color, as shown in the scale (color key), with yellow indicating a high level of expression and blue a low level of expression. The abbreviations of the individual genes and gene probe IDs are explained in Table S1.

To study which genes are upregulated in chronic colitis, we looked at the top 50 genes significantly upregulated (FDR<0.05, FC>2) after 1, 2 and 3 cycles of DSS. 

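Chronic colitis raised genes of antimicrobial defence, of antigen presentation and of B cells. Reg3g, an antimicrobial lectin, had a mean log2 value of 4.36 ± 0.64 (SD, n = 5 mice) in controls and 10.54 ± 0.93 (SD, n = 5) after 1 cycle. Its log2 fold change was 6.18 after 1 cycle, 4.26 after 2 cycles and 5.00 after 3 cycles (adjusted p from limma at most 0.000672). H2-Ab1, a chain of the MHC class II molecule that presents antigen to T cells, rose by 1.99, 2.01 and 1.92 on the log2 scale. Cd79a, part of the B cell receptor, rose by 1.86, 1.98 and 1.84. With the 2 sets of arrays in the model, H2-Ab1 after 3 cycles was at 1.48 (standard error 0.41, against 0.28 without them), and Cd79a at 1.85 after 2 cycles (0.51, against 0.42) and 1.62 after 3 cycles (0.62, against 0.42). With these errors the 3 calls were lost (adjusted p = 0.0621 to 0.235). Of 20 measured B cell genes, listed before the data were examined, 17, 16 and 14 were higher after 1, 2 and 3 cycles, and 20, 20 and 19 at an adjusted p under 0.05 when adjusted over the list alone. The list as a whole was higher after 1, 2 and 3 cycles by limma's camera test (adjusted p = 1.19e-23, 5.29e-24 and 1.93e-11). With an estimated correlation it was not (camera adjusted p = 0.0727, 0.0642 and 0.278). With that setting the antimicrobial defence list was higher after 1 and 2 cycles but not after 3 cycles (camera adjusted p = 0.0104, 0.0246 and 0.0802). The same held for the list of MHC class II genes (camera adjusted p = 0.0471, 0.0371 and 0.187). Plasma cell genes were higher with both settings after 1, 2 and 3 cycles (camera adjusted p = 5.61e-18, 7.12e-18 and 3.73e-12). With an estimated correlation the camera adjusted p was 0.00406, 0.00404 and 0.0319. After 1 cycle, 5 of 13 members were called (12 when adjusted over the list alone). Over all probe sets, 309 were higher and 66 lower after 1 cycle, 322 higher and 44 lower after 2 cycles, and 363 higher and 212 lower after 3 cycles, where 142 of those lower have no gene listed. With the 2 sets of arrays in the model, 12 were lower after 2 cycles, and 110 were higher and 33 lower after 3 cycles. The 66 became 31 without A1, 118 without A2 and 105 without K1, the 44 became 22 without E2 and the 212 became 137 without G3.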

The made comparisons are showed in Figure 7A. After removal of duplicates, of gene probe sets with unmapped IDs following the Ingenuity Pathway Analysis program, and of genes coding for gammaglobulin chains, 72 unique genes were identified out for 1, 2 and 3 cycles colitis combined (Figure 8A, Table S2). The kinetic changes of these 72 genes are shown in figure 8B. Of these 72 significantly upregulated genes, 27 were common for 1, 2 and 3 cycles colitis. This corresponds to the identified cluster of chronic colitis after unsupervised analysis. 

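Each of these 27 genes was called higher after 1, 2 and 3 cycles in limma. Each was also called higher after additional recovery, and 22 of them in acute colitis. The study chose the 27 genes from these control and chronic arrays at the same thresholds, so their chronic calls are not independent evidence. Among them are Cd74, the chaperone of MHC class II molecules, with log2 fold changes of 1.81, 1.88 and 1.85 after 1, 2 and 3 cycles, and Cd79b, a partner of Cd79a in the B cell receptor. With the 2 sets of arrays in the model, Cd74 after 3 cycles was at 1.48 (standard error 0.38, against 0.26 without them) and Cd79b at 1.52, from 1.65 (0.53, against 0.36), and these calls were lost. The call of Ido1 after recovery was lost in that model too (adjusted p = 0.35 from limma). Of all 72 genes, 63 were called higher in each of the 3 chronic groups. When the top lists were made again, from probe sets with 1 gene symbol in place of the Ingenuity mapping, 71 genes entered the 3 lists of 50 and 27 were common to all 3 (7 with the 2 sets of arrays in the model). The 27 include a probe set annotated to Adck1, named here after its values were seen. It rose by a log2 fold change of 3.70 after 1 cycle, where the other Adck1 probe set changed by -0.07. In acute against chronic colitis it changed by -4.21, beside the immunoglobulin probe sets of Ighm (-4.59) and Igkv9-120 (-3.98). Which transcript it measures was not tested, so its rise is not evidence for Adck1. The calls of the first probe set after 3 cycles and after recovery were lost with the 2 sets of arrays in the model. The log2 fold changes there were 2.31 (from 2.74) and 2.47 (from 2.90), each with a standard error of 0.60, against 0.41. Its call after 2 cycles was lost within the low arrays, at 2.06 (standard error 0.48), from 2.70 (0.41). Over all probe sets, 233 were higher in each chronic group and 14 lower in each. These lists share the control arrays. Unchanged groups simulated against them had 0 calls, which left nothing to share, so this does not measure the overlap that shared controls create. Taken by fold alone, as many probe sets shared 4.18 and the top 50 genes shared 0.920, and independent lists of these sizes would share 0.0286 calls.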

The biological functions of these 27 genes are summarized in Table 1.

**Figure 7:**
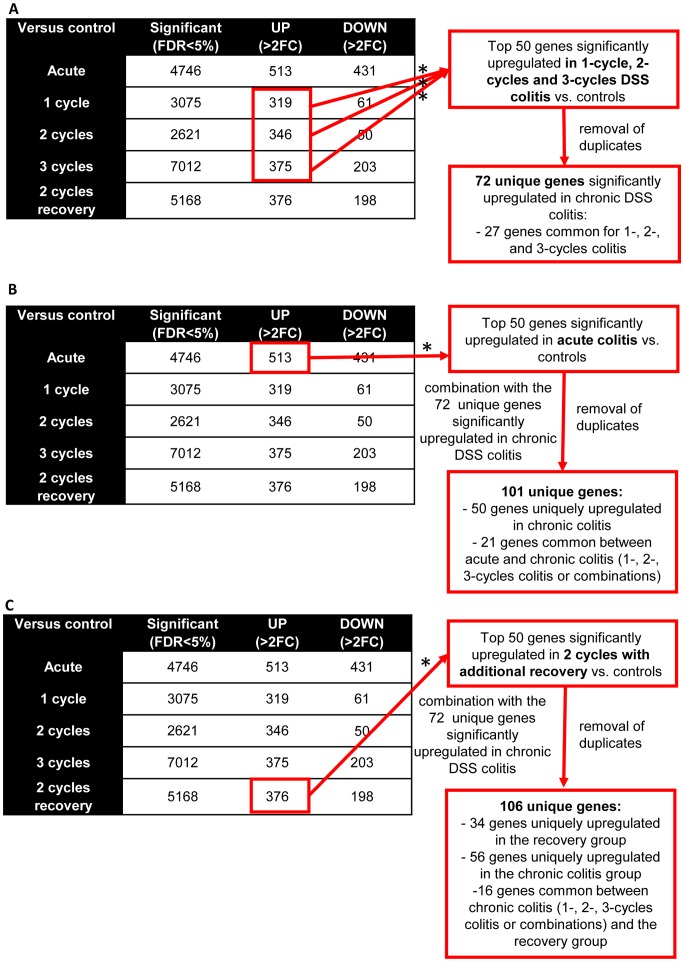
Identification of the comparisons between the differentially expressed probe sets of the different groups. (A) Identification of the top 50 significantly upregulated genes of 1-, 2-, and 3-cycles DSS colitis (FDR<0.05, FC>2) (most upregulated compared to controls). The analysis of these genes is shown in Figure 8. (B) Identification of the top 50 significantly upregulated genes of acute colitis and made comparison with the genes identified in chronic colitis. The analysis of these genes is shown in Figure 9. (C) Identification of the top 50 significantly most upregulated genes (fold change compared to controls) after additional recovery. The analysis of these genes is shown in Figure 10A. (*after removal of duplicates, of gene probe sets with unmapped IDs and of genes coding for gammaglobulin chains).

**Figure 8:**
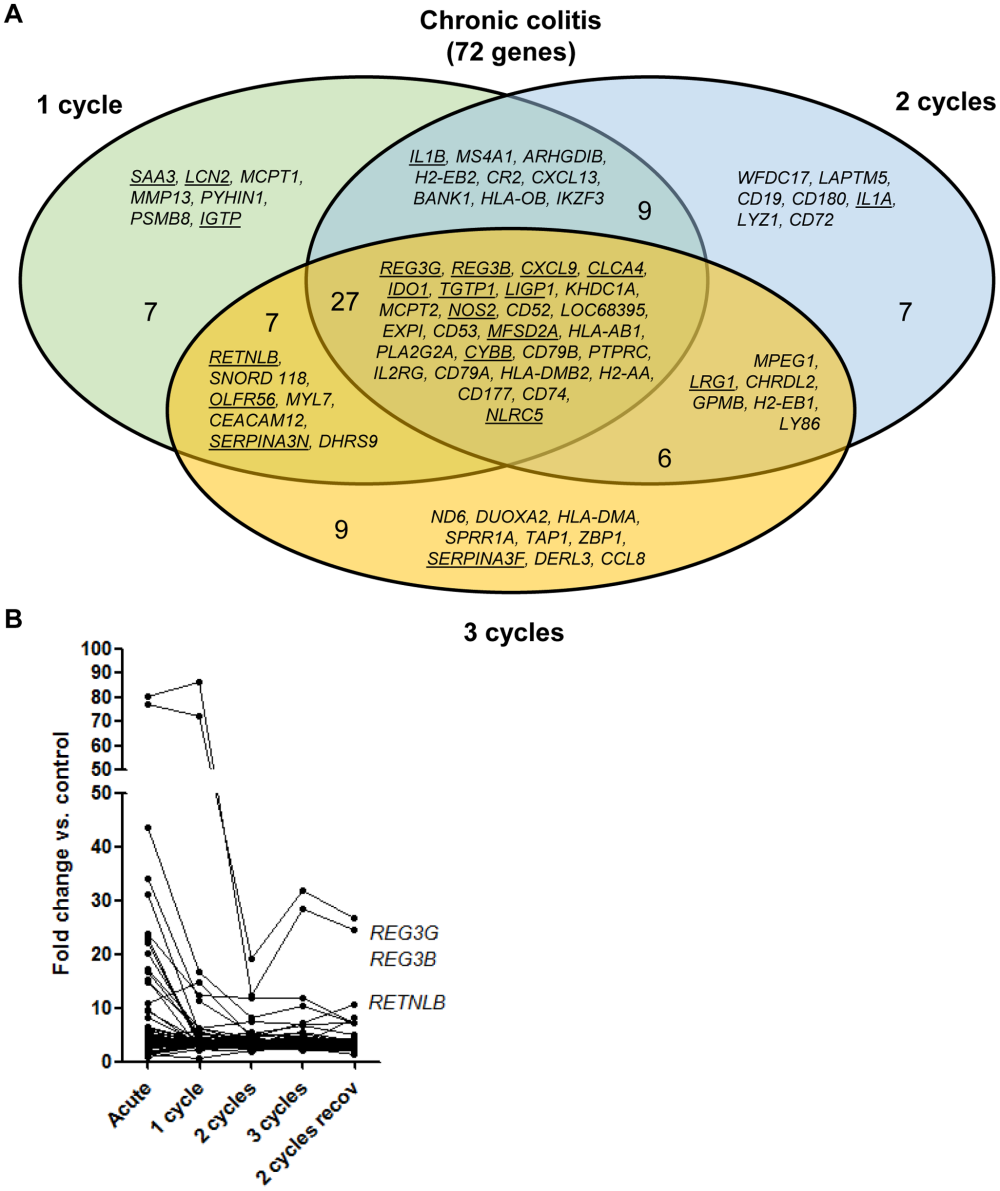
Colonic gene expression in chronic DSS colitis. (A) Venn diagram of the differentially expressed probe sets of 72 genes identified in the top 50 significantly upregulated genes of 1-, 2-, and 3-cycles DSS colitis (FDR<0.05, FC>2). Among these, 27 genes were commonly upregulated in 1-, 2-, and 3-cycles DSS colitis. The biological function of these 27 genes is summarized in Table 1. The abbreviations of the individual genes and gene probe IDs are explained in the Table S2. (B) Individual fold change expression of these 72 significantly upregulated genes vs. controls in chronic DSS colitis.

**Table 1:** Biological function of selected genes in chronic and acute colitis and after additional recovery.

Physiological system development and function of the 27 commonly significantlyupregulated genes of the top 50 significantly upregulated genes in 1-, 2-, and3-cycles DSS colitis (fold change compared to controls) (FDR<0.05, FC>2)(cfr. Figure 8A)		P-value		# molecules
Hematological system development and function	5.96E-13–1.90E-02		17	
Immune cell trafficking	2.74E-12–1.90E-02		14	
Tissue morphology	1.32E-08–1.90E-02		12	
Hematopoiesis	3.12E-06–1.74E-02		9	
Humoral immune response	3.97E-06–9.53E-03		10	
**Physiological system development and function of the 30 uniquely upregulated** **genes of the top 50 significantly upregulated genes in acute DSS colitis** **(fold change compared to controls) vs. the 72 significantly upregulated genes in chronic** **colitis (cfr. ** **Figure 9A** **)**	**P-value**		**# molecules**	
Hematological system development and function	4.68E-14–7.96E-03		20	
Immune cell trafficking	4.68E-14–7.51E-03		15	
Tissue morphology	3.71E-13–6.49E-03		18	
Tissue development	2.84E-11–8.02E-03		14	
Cell-mediated immune response	7.51E-10–6.02E-03		5	
**Physiological system development and function of the 65 uniquely** **significantly upregulated genes in the 2-cycles with additional recovery group vs.** **2-cycles DSS colitis(cfr. ** **Figure 10B-C** **)**	**P-value**		**# molecules**	
Embryonic development	7.90E-11–4.75E-02		14	
Hair and skin development and function	7.90E-11–4.75E-02		16	
Organ development	7.90E-11–4.75E-02		15	
Organismal development	7.90E-11–4.75E-02		14	
Tissue development	7.90E-11–4.75E-02		20	

To look for differences in colonic gene expression between acute and chronic colitis, we compared the 72 significantly upregulated genes in chronic colitis (Figure 8) with the top 50 significantly upregulated genes in acute colitis (Table S3). The made comparisons are showed in Figure 7B. In total, after removal of duplicates, of unmapped IDs and of genes coding for gammaglobulin chains, 101 unique genes could be identified. Fifty of these genes were uniquely upregulated in chronic colitis (1-, 2-, 3-cycles colitis or combinations) and only 21 genes were common between acute and chronic colitis (underlined in Figure 8). 

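The genes of the chronic lists that rise less in acute colitis include those of B cells. Cd79a had a log2 value of 5.20 ± 0.71 (SD, n = 5 mice) in controls, 5.27 ± 0.97 (SD, n = 4) in acute colitis and 7.06 ± 0.53 (SD, n = 5) after 1 cycle. Against the mean of the chronic groups its log2 fold change in acute colitis was -1.82 (standard error 0.37, adjusted p = 0.0015 from limma). For Jchain, which joins secreted immunoglobulins, the difference was -3.31 (adjusted p = 3.67e-11 from limma), and of 18 immunoglobulin probe sets 15 were lower in acute colitis than in chronic colitis. Of the B cell list, 11 genes were lower in acute than in chronic colitis. The number was 7 without acute replicate C3, and 10, 13 and 12 without B2, B3 and B4. Adjusted over the list alone, 18 genes were lower (camera adjusted p = 3.7e-12, and adjusted p = 0.289 with an estimated correlation). Cd177, a surface protein of neutrophils, was also lower (-1.17, adjusted p = 0.0054 from limma), a call lost with array weights and without acute replicate B3. Tables S2 and S3 share 21 genes, and 51 genes of Table S2 are not in Table S3. Of these 51, 34 were nevertheless called higher in acute colitis than in controls. In the lists made again, 26 genes were common to acute colitis and the chronic lists combined. Simulated unchanged groups had 0 calls, so their calls cannot measure the overlap that shared controls create. They had 13.4 common genes when 50 were taken by fold alone. Independent lists would share 0.178, and with the control arrays divided between the comparisons the common genes were 11 to 25.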

Eleven out of these 21 genes were common with the 27 common upregulated genes in chronic colitis (*REG3G, REG3B, CXCL9, CLCA4, IDO1, TGTP1, LIGP1, NOS2, MFSD2A, CYBB, NLRC5*). Thirty out of the 101 genes were uniquely upregulated in acute colitis (Figure 9A). 

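Acute colitis raised neutrophil genes, cytokines and chemokines, and single named genes of acute-phase defence and matrix breakdown. Saa3, an acute-phase protein, had a log2 value of 5.24 ± 0.05 (SD, n = 5 mice) in controls and 9.67 ± 1.30 (SD, n = 4) in acute colitis, a log2 fold change of 4.43 (standard error 0.52, adjusted p = 9.65e-07 from limma). Lcn2, which withholds iron from bacteria, rose by 3.89, Cxcl10, which attracts T cells, by 3.89, and Mmp13, a collagenase, by 3.89. Against the mean of the chronic groups these 4 genes were higher in acute colitis by log2 fold changes of 2.61, 2.39, 2.46 and 2.30 (adjusted p from limma at most 0.000493). Acute-phase genes had no list of their own. The list of matrix metalloproteinases and inhibitors was higher than in controls by camera (adjusted p = 0.00053), but not with an estimated correlation (adjusted p = 0.466). Of 17 neutrophil genes 14 were called higher in acute colitis than in controls (14 when adjusted over the list alone), and 11 were higher than in chronic colitis (14 when adjusted over the list alone). Of 27 inflammatory cytokines and chemokines, 16 were higher than in controls and 15 higher than in chronic colitis (24 and 22 when adjusted over the list alone). The number of genes called against chronic colitis rested largely on acute replicate B3. Without it 2 neutrophil genes and 5 cytokines and chemokines were called (7 and 17 over the list alone). In B2 the means of the lists, 5.53 and 5.81, lay below the median chronic array, at 5.70 and 5.88. In B4 (6.55 and 7.07) and C3 (6.83 and 6.64) they lay above the highest chronic array, at 6.50 and 6.53. In B3 they were 8.31 and 8.33. By camera these 2 lists were higher in acute than in chronic colitis (adjusted p = 3.07e-08 and 2.84e-11, and adjusted p = 0.289 with an estimated correlation for both). At the preset correlation both stayed called with each array left out in turn (camera adjusted p at most 8.8e-05 and 6.1e-06). Table S3 holds 29 genes that are not in Table S2. Of these, 16 were called higher than in controls after at least 1 number of cycles as well.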

The biological functions of these 30 genes uniquely upregulated in acute colitis are summarized in Table 1. The kinetic changes of upregulation of the top 50 significantly upregulated genes in acute colitis is shown in Figure 9B.

**Figure 9:**
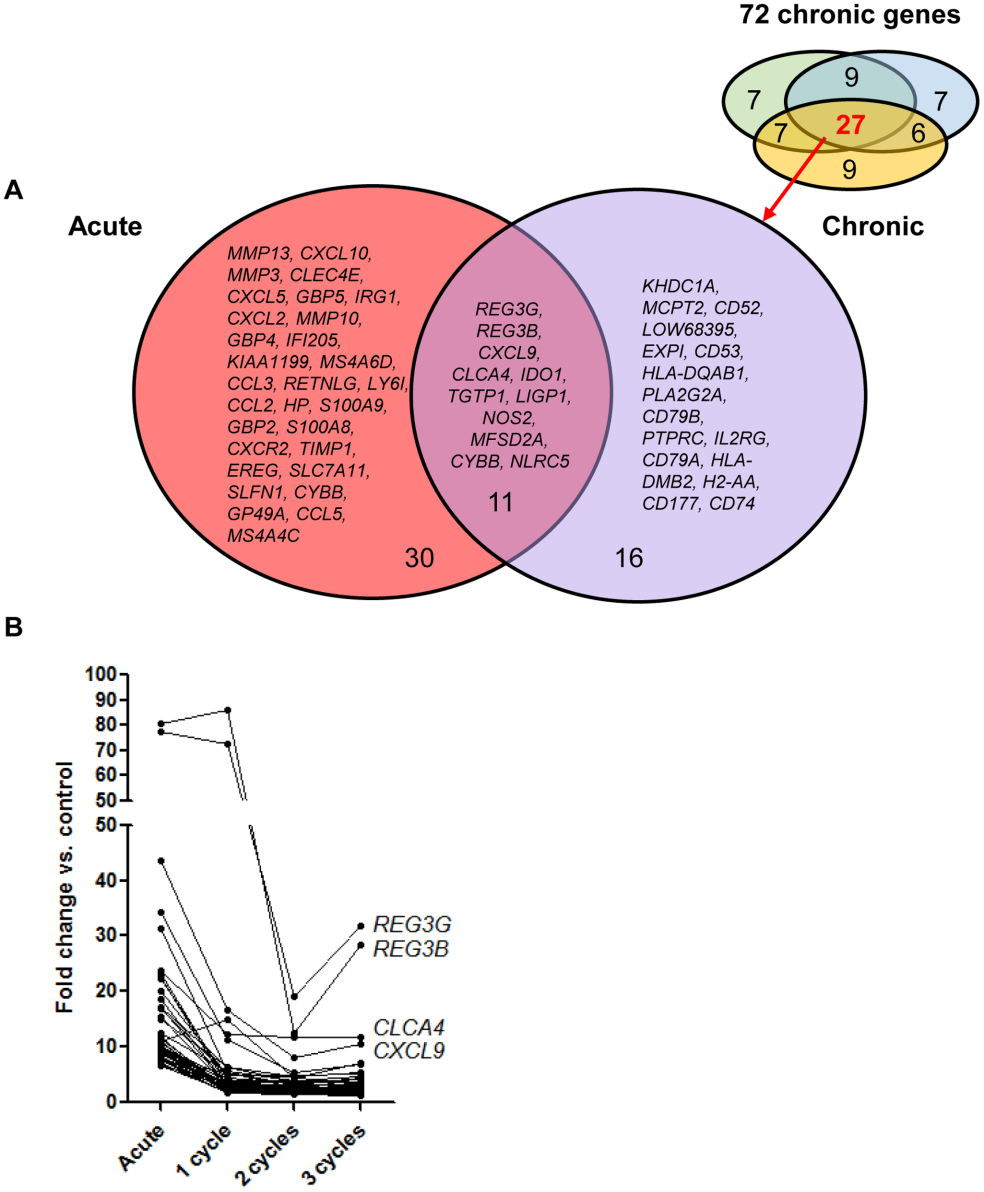
Colonic gene expression in acute DSS colitis. (A) Venn diagram of the differentially expressed probe sets of the top 50 significantly upregulated genes in acute DSS colitis (fold change compared to controls) (Table S3) (FDR<0.05, FC>2). These genes were compared with the 72 genes identified in chronic colitis. In total, 30 genes were uniquely upregulated in acute colitis. The biological functions of these 30 genes uniquely upregulated in acute colitis are summarized in Table 1. Out of these 50 genes, 21 genes were common in acute and chronic colitis (underlined in Figure 7). Only 11 out of these 21 genes were common with the 27 common upregulated genes in chronic colitis. For simplicity of the figure, only these 27 genes are shown in the venn diagram for the chronic condition. (B) Individual fold change expression of the top 50 most upregulated genes in acute DSS colitis vs. controls. The abbreviations of the individual genes and gene probe IDs are explained in Table S3.

Similarly, we studied the effect of additional recovery after 2 cycles of DSS. We identified first the top 50 genes significantly upregulated in the 2-cycles group with additional recovery (Table S4) and compared these genes with the 72 significantly upregulated genes identified in chronic colitis. The made comparisons are showed in Figure 7C. In this way, 106 genes could be identified. Out of these 106 genes, 34 genes were uniquely upregulated in the recovery group and 56 genes in the chronic group. 

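Genes of stratified squamous epithelium, the layered lining of skin, oesophagus and anal canal, make up most of the genes of Table S4 that are outside the chronic list. Of those 34 genes, 25 belong to a list of squamous genes drawn up from the study's own tables, which is therefore not independent evidence. Dapl1, an epithelial differentiation gene, rose after recovery by a log2 fold change of 3.58 (standard error 0.64, adjusted p = 0.000842 from limma). Ppbp reached 9.85 ± 2.70 (SD, n = 5 mice) after recovery and 5.05 ± 0.15 (SD, n = 5) in controls, and it was the 1 gene called of 8 platelet and megakaryocyte genes. With the 2 sets of arrays in the model the folds stayed, at 3.28 for Dapl1 (standard error 0.95) and 4.87 for Ppbp, from 4.80 (1.35, against 0.91). Both calls were lost to the wider errors (adjusted p = 0.122 and 0.103). Of the 56 genes of the chronic list outside Table S4, 52 were still called higher after recovery than in controls. In the lists made again, 35 genes were in the recovery list alone (8 with the 2 sets of arrays in the model). Another 15 were shared with the chronic lists (25 in that model). Simulated unchanged groups had 0 calls, which left nothing to share. They had 14.1 common genes when 50 were taken by fold alone. Independent lists would share 0.178 genes, and with divided controls 9 to 25 genes were shared.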

Only 16 genes were common with chronic colitis. Eleven out of these 16 genes were common with the 27 common upregulated genes in chronic colitis (*REG3G, REG3B, CXCL9, CLCA4, IDO1, TGTP1, KHDC1A, MCPT2, MFSD2A, IL2RG, CD79A)* (Figure 10A).

**Figure 10:**
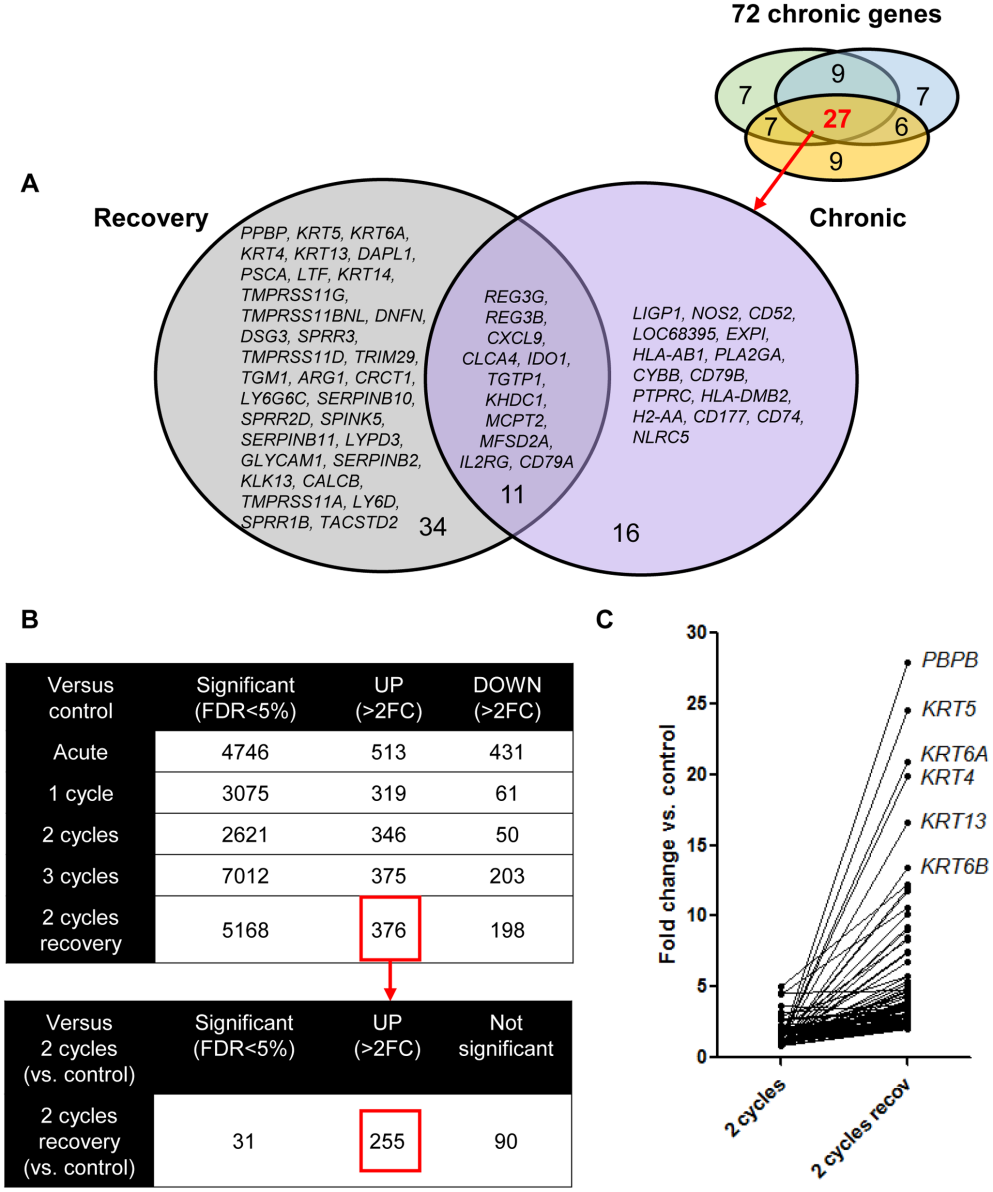
Colonic gene expression in 2 cycles DSS colitis followed by an additional recovery period of 3 weeks. (A) Venn diagram of the differentially expressed probe sets of the top 50 most upregulated genes (fold change compared to controls) after additional recovery (Table S4). These genes were compared with the 72 genes identified in chronic colitis. In total, 34 genes were uniquely upregulated in the recovery group. Only 16 genes were common with chronic colitis. Eleven out of these 16 genes were common with the 27 common upregulated genes in chronic colitis. (B) To isolate the impact of recovery on gene expression unrelated to the degree of chronicity, we identified all significantly upregulated genes after additional recovery compared to 2 cycles DSS colitis followed by immediate sacrifice. We started from all significantly upregulated genes after 2 cycles of DSS followed by additional recovery. Of these 376 genes, 255 were also upregulated after 2 cycles of DSS while 90 genes were uniquely upregulated after additional recovery (Table S5), accounting for 65 unique genes. Among these 65 genes, 8 genes coded for keratins (*KRT 4, KRT5, KRT6, KRT13, KRT14, KRT16, KRT17, KRT84*). The biological functions of the 65 genes uniquely upregulated after recovery are summarized in Table 1. (C) Individual fold change expression of the 90 unique genes significantly upregulated (fold change compared to controls) in 2 cycles DSS colitis with additional recovery vs. 2 cycles DSS colitis. The abbreviations of the individual genes and gene probe IDs are explained in the Table S4 and Table S5.

To isolate the impact of recovery on gene expression unrelated to the degree of chronicity, we identified all significantly upregulated genes after additional recovery compared to 2 cycles DSS colitis followed by immediate sacrifice. We started from all significantly upregulated genes after 2 cycles of DSS followed by additional recovery (Figure 10B). Of these 376 genes, 255 were also upregulated after 2 cycles of DSS while 90 genes were uniquely upregulated after additional recovery (Table S5, Figure 10C), accounting for 65 unique genes. Among these 65 genes, 8 genes coded for keratins (*KRT4, KRT5, KRT6, KRT13, KRT14, KRT16, KRT17, KRT84*) and 5 of these keratin genes were in the top 15 significantly upregulated genes after additional recovery. 

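Most of the rise after recovery was present after 2 cycles already, and the remainder held keratins and other genes of stratified epithelium beside probe sets with no gene listed. In 1 fit of all groups, 382 probe sets were higher after recovery than in controls. Of these, 247 were called higher after 2 cycles as well, 19 passed the adjusted p alone there (12 without A1, 10 without A5, 9 without D5, 11 without E3, 31 without N3), and 116, for 95 genes, did not reach an adjusted p under 0.05 after 2 cycles. Tested directly, 48 of the 116 were higher after recovery than after 2 cycles by limma. That number was 0 without M1 or N3, 1 without E4 or M3, 9 without D4, 10 without D5, 14 without E2, 15 without E3 and 89 without M5. The 116 were chosen by their values in the same 2 groups. In the fit of the compared groups only, the numbers were 376, 255, 31 and 90, and the 90 were the probe sets of Table S5, but 0 of these differed between recovery and 2 cycles in that fit. Of the 90, 24 have no gene listed and 16 also differed between the 2 sets of arrays. With the 2 sets of arrays in the model, a setting chosen after the data were seen, 71 probe sets were higher after recovery and 9 of them were not significant after 2 cycles, of which 1 was higher than after 2 cycles. The 247 common calls compare with 3.46 from independent lists and 70 to 183 with divided controls. Unchanged groups simulated against the same controls had 0 calls, which left nothing to share. As many probe sets taken from them by fold alone shared 32.9.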

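The keratins that rose are those of stratified squamous epithelium, such as Krt5 and Krt14 of its basal layer and Krt4 and Krt13 of the layers above, and the rise was not seen in every mouse. Krt5 had a log2 value of 5.70 ± 0.16 (SD, n = 5 mice) in controls, 5.66 ± 0.15 (SD, n = 5) after 2 cycles and 10.31 ± 2.79 (SD, n = 5) after recovery. Against controls its log2 fold change was 4.62 (standard error 0.90, adjusted p = 0.0016 from limma), and against 2 cycles it was 4.65 (adjusted p = 0.0221 from limma). Of 52 keratin genes, 10 were called higher after recovery than in controls, namely Krt1, Krt4, Krt5, Krt6a, Krt6b, Krt13, Krt14, Krt16, Krt17 and Krt84. Of these 7 were higher than after 2 cycles, and 6 were among the 15 genes of largest rise. By limma no keratin was called in acute colitis or after 1, 2 or 3 cycles.

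The mean of Krt4, Krt5, Krt6a, Krt13 and Krt14 was above 9 in recovery replicates M1, M3, N2 and N3, at 11.4, 11.0, 9.08 and 11.1, and 5.24 in M5, below the controls at 5.35 to 5.50. In 3-cycles replicate G3 it was 8.73. It was higher after recovery than in controls by 4.14 (exact two-sided permutation test, p = 0.0476, adjusted p = 0.0952 over 42 tests). With the 2 sets of arrays in the model the folds of the keratins against controls stayed about as large, as for Krt5 at 4.52 and Krt4 at 4.28 (from 4.31). The standard errors grew, to 1.34 for Krt5, and the calls were lost (Krt5 adjusted p = 0.133). That of Krt1 was lost also in the fit of the compared groups only and without M1 or M3, and that of Krt84 with 2 other normalizations and without A5, L2, M1, M3 or N3. Those against 2 cycles were lost when only these 2 groups were fitted, within the high arrays (Krt5 4.65 and 4.64 there, with standard errors of 1.06 and 1.40), and without recovery replicate M1, M3 or N3 or 2-cycles replicate E4. Among these, the calls of Krt5, Krt13, Krt14 and Krt17 were lost also with the 2 sets of arrays in the model. The call of Krt5 was lost also without D4, D5, E2 or E3, that of Krt13 without D4, D5 or E2, and those of Krt14 and Krt17 without any array other than G3, M5 and N2, and that of Krt17 also with centring of the arrays.

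Of 39 measured squamous genes that the study does not name, 4 were called higher after recovery. Among them are Krtdap and Lgals7 of the differentiating layers, whose calls were lost in the fit of the compared groups only. The folds there were unchanged, at 1.49 (standard error 0.53, against 0.35) and 1.35 (0.42, against 0.30). All 4 calls were lost when the 2 sets of arrays entered the model (Krtdap 1.43, standard error 0.52, from 1.49 and 0.35). Of the 39 genes, 26 were higher when adjusted over the list alone (camera adjusted p = 1.49e-09, and adjusted p = 0.185 with an estimated correlation). Of the 6 keratins of simple epithelium, the kind that lines the colon, 0 were called by limma and 3 were higher when adjusted over the list alone, with a median log2 fold change of 0.22 (camera adjusted p = 0.0113; adjusted p = 0.185 with an estimated correlation). From the clusters and the lists, the paper concludes that acute colitis and additional recovery each have a pattern of gene expression of their own.

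**Figure D1:**
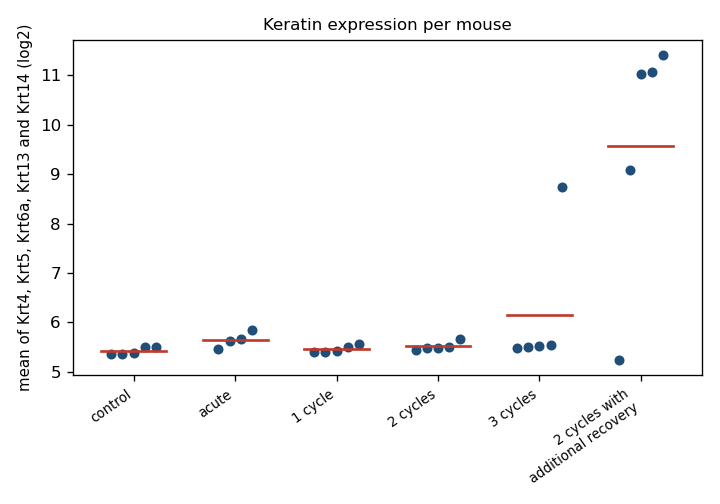
Mean log2 expression of Krt4, Krt5, Krt6a, Krt13 and Krt14 in each mouse (points) with the group mean (lines), by group. Recovery replicate M5 lies at 5.24 with the controls, and 3-cycles replicate G3 at 8.73.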

The biological functions of the 65 genes uniquely upregulated after recovery are summarized in Table 1. In summary, these analyses show a clear difference in colonic gene expression of the identified clusters: acute colitis and additional recovery after induction of inflammation and fibrosis both induce a typical gene expression pattern different from that in more chronic colitis and different from each other. 

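Between the chronic groups few probe sets passed both thresholds. By limma, 0 probe sets passed both thresholds between 2 cycles and 1 cycle (2056 at an unadjusted p under 0.05) and 0 between 3 cycles and 2 cycles (4155 at an unadjusted p under 0.05). Between 3 cycles and 1 cycle, 26 were higher and 17 lower, of which 38 have no gene listed, and 627 were at an adjusted p under 0.05 with any fold (6560 at an unadjusted p under 0.05). The 43 past both thresholds became 27 without F3, 28 without G3 and 19 without J5; with the 2 sets of arrays in the model, which part these groups completely, the number was 0. Col1a1, the main chain of type I collagen, was at 9.10 ± 0.18 (SD, n = 5 mice) in controls and 9.73 ± 0.13 (SD, n = 5) after 2 cycles. Its log2 fold changes of 0.47, 0.63 and 0.57 after 1, 2 and 3 cycles (adjusted p from limma at most 0.00996) stayed under the fold threshold. Over the alternative settings the adjusted p from limma reached 0.0828 after 2 cycles and 0.161 after 3 cycles. The log2 fold changes there were 0.558 to 0.678 and 0.488 to 0.638. Of 18 collagen genes, 0 were called after 1, 2 or 3 cycles, and 5, 8 and 11 were higher at an adjusted p under 0.05 when adjusted over the list alone.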

In chronic colitis with either 1, 2 and 3 cycles of DSS, the expression pattern of the top upregulated genes is comparable, although the effect on the level of fibrosis is different: a clear induction of fibrosis in only present after 2 and 3 cycles of DSS.

### *In vivo* MRI *T*_2_ Relaxometry as a Non-invasive Assessment Tool for Discrimination of Bowel Wall Inflammation and Fibrosis

*In vivo* MRI *T_2_*-relaxometry was performed before sacrifice in 5–6 mice per experimental condition (Figure 11A). Analysis of the *T_2_* profiles showed that *T_2_* relaxometry was able to discriminate between all groups: in the acute phase, a clear shift was seen towards higher *T_2_* values versus normal colon. Increasing number of cycles correlated with a gradual regression of *T_2_* values to those of normal colon (Figure 11B). Analysis of the histograms showed significant differences between the groups (Table 2). The histogram of a control colon was significantly different compared to the acute group, 1-, 2- and 3-cycles DSS group. The histogram of the acute colon was significantly different compared to the 2-, 3-, and 2-cycles with additional recovery group. *T_2_* in part reflects the water content per pixel, so tissue edema is associated with a higher *T_2_*. Although the water content of acute colitis tissue versus the 2-, and 3-cycles colon was not different (p = 0.065 and 0.589 respectively), analysis of the *T_2_* profiles was able to differentiate between these conditions (Figure 11C). As a proof of concept that *T_2_* relaxometry indeed would allow *in vivo* monitoring of disease status, mice (n = 8) were sequentially scanned throughout a 2-cycles model (Figure 11D). The mean *T_2_* value after 2 cycles (day 42) showed a significant decrease compared to that after 1 cycle (21 days) (p = 0.016). *T_2_* values at day 42 also tended to be increased versus baseline levels (day 0: *T_2_* = 42±3 ms) (Figure 11E). Analysis of the *T_2_* maps showed a similar profile as observed in the previous endpoint scan in the different experimental conditions (Figure 11F).

**Figure 11:**
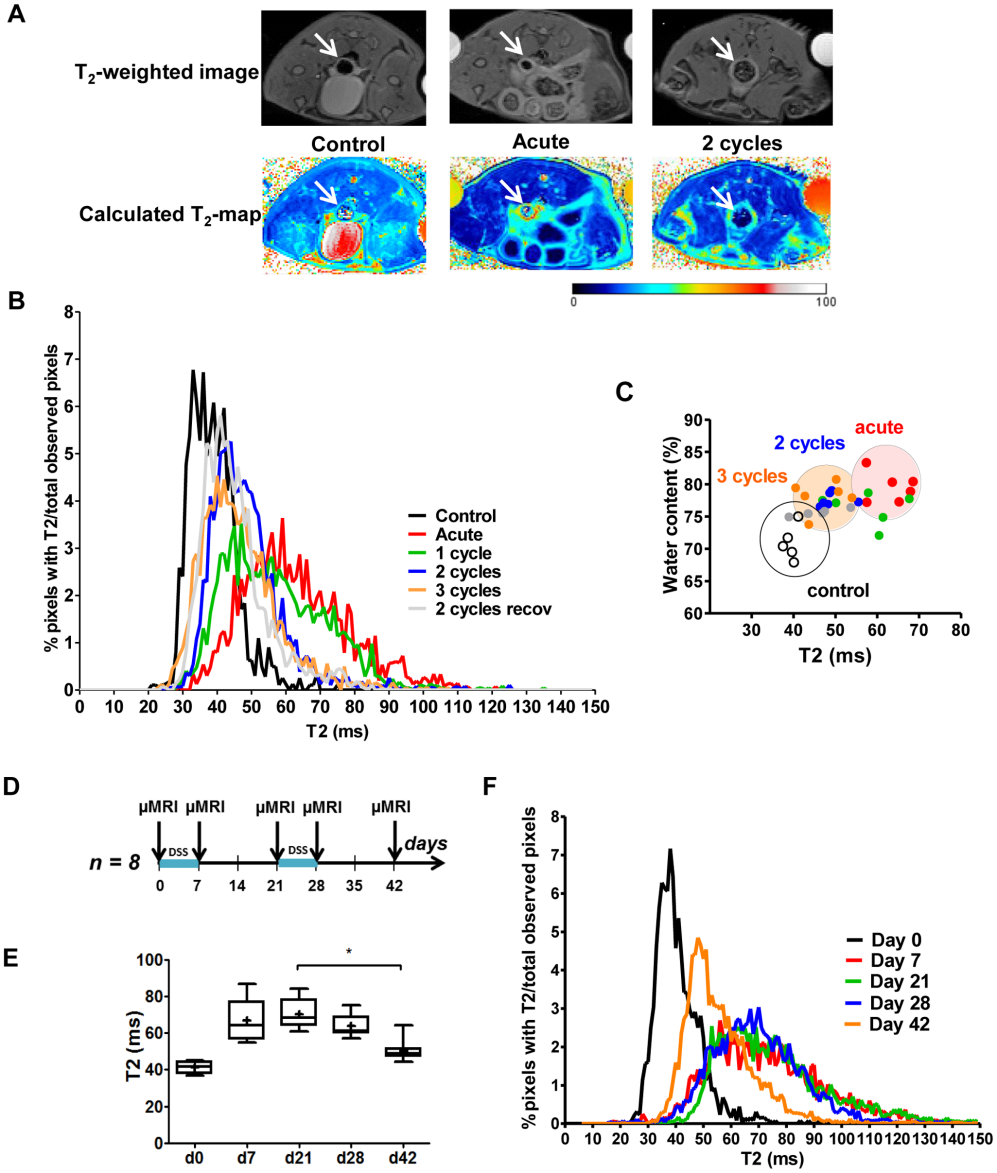
MRI of the colon. (A) Example of a *T_2_*w image and corresponding *T_2_* map of a control, acute and 2-cycles colon shows high *T_2_* in acute colon and intermediate *T_2_* after 2 cycles of DSS. (B) The *T_2_* histogram of control colon (black) shifts to higher values after 7 days of DSS (red, acute model). With more cycles of DSS, the *T_2_* map shifts back to lower values. In the 2-, and 3-cycles model, the histogram of the colon goes to an intermediate state in between the normal colon and the acute colitis. The statistical analysis of these profiles is shown in table 2. (C) Although the water content of acute colitis tissue vs. 2- and 3-cycles DSS colitis is the same, *T_2_* values are clearly different. (D) As a proof of concept, eight mice were sequentially scanned through a 2-cycles model. Mice were scanned at day 0, day 7, day 21, day 28 and day 42. (E) In this set-up, the mean *T_2_* values of the distal colon after 2 cycles (day 42) show a significant decrease compared to the 1-cycle (21 days) time point (*, p = 0.016). Data are expressed as the mean value per mouse of *T_2_* of three images, non-parametric testing. (F) The histograms show more clearly the changes in *T_2_* profiles of the different scan time points following the same trend as in the endpoint-scanning.

**Table 2:** Statistical analysis of the MRI *T_2_* profiles.

**Conditions**			**p uncorrected**	**p corrected**
Control	versus	acute	<0.001	<0.015 *
		1 cycle	<0.001	<0.015 *
		2 cycles	<0.001	<0.015 *
		3 cycles	0.003	0.045 *
		2 cycles recov	0.057	ns
**Acute**	versus	1 cycle	0.028	ns
		2 cycles	<0.001	<0.015 *
		3 cycles	<0.001	<0.015 *
		2 cycles recov	<0.001	<0.015 *
**1 cycle**	versus	2 cycles	0.080	ns
		3 cycles	0.029	ns
		2 cycles recov	0.019	ns
**2 cycles**	versus	3 cycles	0.080	ns
		2 cycles recov	0.050	ns
**2 cycles recov**	versus	2 cycles recov	0.420	ns

(ns = not significant).

## Discussion

The current study aimed to characterize a murine model of progressive, transmural inflammatory colitis which more closely reflects the course of human CD. We show that repeated cycles of administration of DSS for 1 week followed by a recovery phase of 2 weeks, induce a relapsing and remitting disease course with transmural inflammation and typical connective tissue changes reflecting human CD. The gene expression profiles in chronic colitis differed from the ones associated with acute inflammation and additional recovery. Furthermore, our results show the potential of *in vivo* MRI *T*_2_ relaxometry as a non-invasive imaging tool to discriminate between acute and chronic phases of bowel wall inflammation and fibrosis.

Repeated cycles of exposure to DSS led to persistent infiltration of lymphocytes and lymphoid cell aggregates throughout all colon layers, which is a unique feature of human CD. This indicates that repeated cycles of DSS can induce persisting inflammation while the active neutrophil inflammation diminishes. More cycles of administration of DSS also resulted in a deposition of collagen I in the mucosa and submucosa and of collagen III in the muscle layer, similar to what is seen in CD and intestinal stricture formation [29]. Myofibroblasts in submucosal position, the hallmark of intestinal fibrosis, were only present in the chronic phase (i.e. after 2 or more administrations of DSS) and not in acute colitis without recovery. During additional recovery after 2 administrations of DSS, a mucosal healing response occurred with normalization of the thickness of the mucosa reflecting a high potential for mucosal restoration. However, persistent thickening of the muscularis propria was observed, also after additional recovery, which is thought to reflect mesenchymal remodeling, as seen in CD. This hypothesis is also underscored by the presence of fibroblasts and newly synthesized collagen III between the muscular fibers of the muscularis propria. These connective tissue cells may be important for the persistent inflammation [30].

Contrary to earlier reports showing a fibrogenic response after a single DSS administration [13], [14], we only observed clear fibrosis after at least 2 cycles of administration of DSS followed by 2 weeks of recovery. We also demonstrate that prolonged recovery after 2 cycles of DSS was associated with decreased fibrosis. An apparent discrepancy was noted for the degree of fibrosis in respect to the group depending on the assessment tool, MSB-staining or the hydroxyprolin assay (Figure 4B,C). This is probably due to a sampling bias. For histology, we looked at two cross-sections of the colon per mouse and assessed the amount of blue color semi quantitatively (fibrosis) in the mucosa and submucosa. However, for the hydroxyprolin assay, we measured the concentration of collagen in a piece of full wall colon, including the muscular layers. The higher level of collagen in the hydroxyprolin assay of the group with additional recovery is probably also due to the presence of remnants of collagen in the tissue.

The expression of tenascin in response to repeated cycles of DSS has not been studied in detail in animal models. The most interesting finding is the correlation of tenascin expression after repeated DSS cycles with its expression in Crohn’s colitis. As in the non-diseased human bowel wall, tenascin expression was scant in control mice. Similar to both CD and UC, the expression was increased in granulation tissue, confirming the occurrence of alterations in the ECM in association with the relapsing inflammatory process typical for IBD. The increased expression of tenascin in the submucosa underscores that this model is mimicking human CD, as the expression of tenascin in the submucosa of UC is largely similar to what is seen in the normal colon [5], [31]. In the present study, the increased expression of tenascin in acute colitis is in accordance with the role of tenascin in wound healing and migration of proliferating cells. These findings persist after 2 cycles of administration of DSS followed by recovery as actual tissue damage and repair are still ongoing. Similarly, the expression of tenascin decreased after an additional cycle or after prolonged recovery after 2 cycles since no active tissue damage is present at these later timepoints.

A strength of this paper is the use of C57BL/6 mice and the different cycles of administration of DSS followed by recovery. We studied the effect of 2 cycles of DSS and evaluated the effect of one cycle of DSS less or more. We compared this to the conventional acute DSS model and also studied the effect for additional recovery after 2 cycles of DSS. Indeed, most transgenic and conditional KO strains are available in C57BL/6 background and previously limited success has been obtained at establishing intestinal fibrosis in this strain. Recently, the use of the DSS model to study tissue remodeling has been described in a C57BL/6 Col I-GFP reporter strain [10]. In some additional papers, fibrosis has been described in the DSS model, but only by using one cycle of DSS [13], [14] or using different administrations of DSS with very short recovery periods [32]. Using the different cycles of administration of DSS followed by recovery, we were able to study on a longitudinal way the effects of additional recovery and additional administrations of DSS, showing that there is clearly a stronger induction of fibrosis with one or two additional cycles of administration of DSS followed by a 2-weeks recovery period and that only this repeated cycles model is associated with typical connective tissue changes as seen in human IBD. This offers the opportunity to compare acute and chronic repair mechanisms. In addition, our data show that with extended recovery after the last exposure connective tissue changes prevail in the absence of marked active inflammation.

Furthermore, we performed microarray to study the colonic gene expression in the different phases of inflammation and fibrosis, providing information of the differential regulation of genes during the spontaneous fibrosis recovery. This opens perspectives to study potential therapeutic targets that can reverse fibrosis. To date, to our knowledge, we are the first to show microarray data of colonic gene expression in a chronic murine model of IBD. Using the different cycles of administration of DSS followed by recovery, we were able to study colonic gene expression patterns longitudinally, and show differences between acute and chronic repair mechanisms. Unsupervised hierarchical cluster analysis based on log2 expression values of the top 50 most variable gene probe sets showed 4 different clusters: control mice, acute DSS colitis, chronic DSS colitis defined as 1-, 2- and 3-cycles DSS colitis and an additional recovery group after induction of fibrosis. After acute DSS colitis, gene expression levels, mostly of inflammation induced genes, were markedly upregulated. 

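Interferon-induced genes were raised in acute colitis, and many of them were lower in chronic colitis. Of 20 genes of the interferon gamma response, 16 were called higher in acute colitis than in controls and 7 were higher than in chronic colitis (20 and 17 at an adjusted p under 0.05 when adjusted over the list alone; without B2 the 7 became 11, and without B3 or B4 the 17 became 10 or 11). The mean of this list was 9.81 in acute replicate B3 and 9.09 in B4, above the highest chronic array at 8.66. In C3 it was 8.61, below that array, and in B2 it was 7.60, below the median chronic array at 7.64. By camera the list was higher than in controls and in chronic colitis (adjusted p = 2.91e-17 and 1.2e-08). With an estimated correlation it was not (camera adjusted p = 0.219 and 0.321). Nos2, the inducible nitric oxide synthase of activated macrophages and epithelium, was higher in acute than in chronic colitis by a log2 fold change of 1.77 (standard error 0.39, adjusted p = 0.00293 from limma). For the 50 genes of Table S3, the median fold of acute over chronic colitis was 3.06, with a range of 1.36 to 6.09. It lay between 3 and 9 for 26 genes and below 3 for 24, and 39 genes were called higher in acute colitis. These genes were chosen for their rise in acute colitis in largely the same arrays, which favours high folds. The acute group here has 1 array less than the study's. Over controls, the folds of these genes here were 0.603 to 1.11 of those in Table S3, with a median of 0.761. How far the missing array lowers the folds over chronic colitis was not tested. Taken by group, the median fold was 2.64 over 1 cycle (0.725 to 6.63), 3.16 over 2 cycles (1.34 to 7.90) and 3.22 over 3 cycles (1.21 to 7.34).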

Although histological inflammation persists (Figure 3B), the levels of gene expression of the top 50 significantly most upregulated genes in acute DSS colitis was 3 to 9 times lower, with additional administrations of DSS followed by 2 weeks of recovery (chronic colitis). An additional recovery period after induction of fibrosis (2 cycles vs. 2 cycles with additional recovery) induces an unique gene expression profile with upregulation of specific genes, in particular keratins. The unique upregulation of keratins with additional recovery after 2 administrations of DSS is an interesting finding. Keratins are the largest subgroup of intermediate filament proteins, which are an important constituent of the cellular cytoskeleton. The specific keratin profile of a particular epithelium provides it with strength and integrity. Previously, it has been shown that keratin null mice develop spontaneous colitis [33], [34], and abnormal keratin mutations have also been shown to be associated with IBD [35]. More detailed focus on these different gene expression profiles can lead to the identification of genetic markers with a biopredictive power of inflammation and tissue repair.

On the other hand, *REG3G, REG3B, CXCL9, CLCA4* and *IDO1* are highly expressed in all conditions, although significantly higher in acute colitis compared to the more cycles of DSS administration followed by a 2-weeks recovery period (Figure 8B). 

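Of these 5 genes, Ido1 and Cxcl9 were higher in acute than in chronic colitis, while the lectins and Clca4b, the mouse probe set that the study lists as CLCA4, did not pass the test. Ido1, an interferon-induced enzyme that breaks down tryptophan, was at 9.97 ± 0.85 (SD, n = 4 mice) in acute colitis, at 8.22 ± 0.89 (SD, n = 5) after 1 cycle and at 4.72 ± 0.24 (SD, n = 5) in controls. Against the mean of the chronic groups its log2 fold change was 2.34 (standard error 0.42, adjusted p = 0.000427 from limma). Cxcl9, a chemokine for T cells, differed by 1.67 (adjusted p = 0.0109 from limma), a call lost with array weights and without acute replicate B3 or B4. Reg3b differed by 1.35 (adjusted p = 0.257 from limma), Reg3g by 1.10 (adjusted p = 0.333) and Clca4b, a chloride channel accessory protein of the epithelium, by 0.95 (adjusted p = 0.217). Reg3b varied among the acute arrays, at 10.93 ± 2.97 (SD, n = 4), with 6.55 in replicate B4, and both lectins were called higher in acute colitis without B4. Against 1 cycle alone, Reg3b had a log2 fold change of -0.11 and Ido1 was the 1 gene of the 5 called by limma (1.74, adjusted p = 0.0391). The call of Ido1 was lost in the fit of the compared groups only, with array weights, with the 2 sets of arrays in the model (1.36, standard error 0.55), within the low arrays, and without acute replicate B3, B4 or C3 or 1-cycle replicate J1, K1 or K3. By the exact permutation test Clca4b was higher than after 1 cycle (0.91, adjusted p = 0.0303 over 42 tests), and Ido1 was at an adjusted p of 0.0833. Over 2 cycles, Ido1 (2.82), Reg3b (2.68) and Cxcl9 (2.13) were called. The call of Ido1 was lost within the low arrays, at 2.90 (standard error 0.69, against 0.50). That of Reg3b was lost with the compared groups only (2.68, standard error 1.14, against 0.84) and within the high arrays (0.79). It was lost also without B2, B3, C3, D4, D5, E2 or E4. That of Cxcl9 was lost with the compared groups only, within either array set and without B3. The log2 fold change of Cxcl9 was 2.13 with the compared groups only (standard error 0.61, against 0.52). It was 2.46 within the low arrays (0.76) and 1.95 within the high arrays (0.67). Over 3 cycles, Ido1 (2.47) and Cxcl9 (1.78) were called. The latter call was lost with the compared groups only, with array weights, within the high arrays and without B3, B4, F1, F3 or F5. The log2 fold change of Cxcl9 was 1.78 with the compared groups only (standard error 0.69, against 0.52) and 1.89 within the high arrays (0.62). All 5 genes were called higher than in controls in each of the 5 DSS groups. The call of Ido1 after recovery was lost with the 2 sets of arrays in the model. Its log2 fold change there was 1.603, from 2.364 (standard error 0.678, against 0.475, adjusted p = 0.35 from limma). This call was lost also with the mean of the squamous genes the study does not name in the model.

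**Figure D2:**
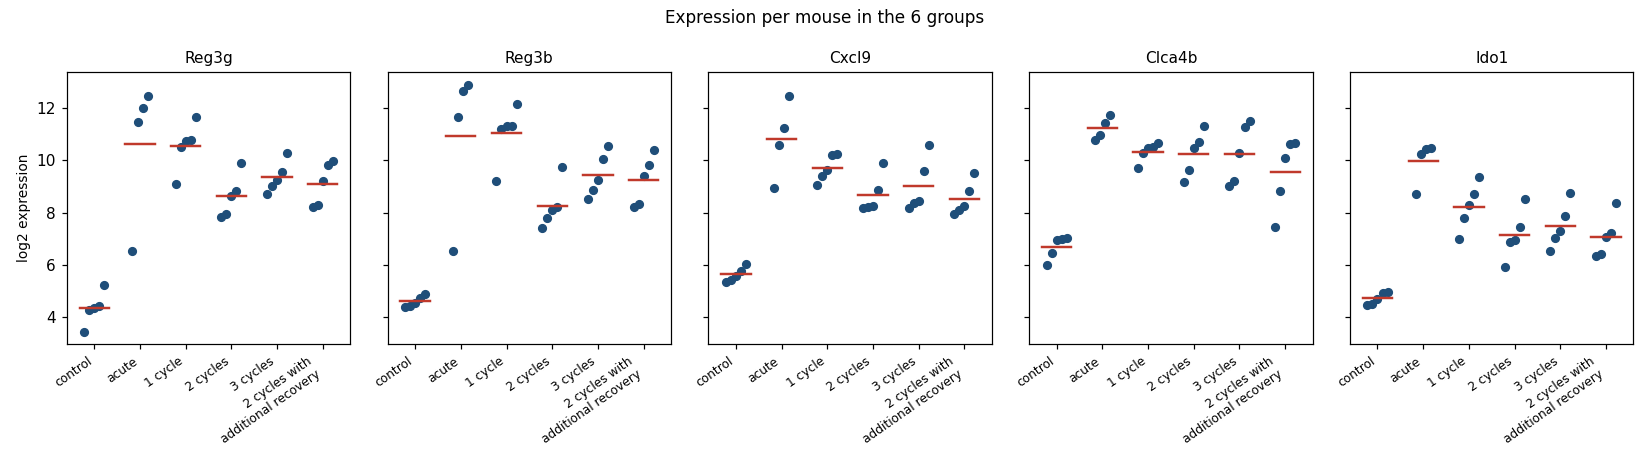
Log2 expression of Reg3g, Reg3b, Cxcl9, Clca4b and Ido1 in each mouse (points) with the group mean (lines), by group. Acute replicate B4 lies at 6.55 for Reg3b.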

Regenerating islet-derived protein 3 gamma and beta (*REG3G* and *REG3B*), antimicrobial C-type lectins, appear to be important in inflammatory diseases and intestinal injury as their expression is increased in IBD patients and in DSS models of murine colitis. Recently, it has been demonstrated that *REG3G* restricts bacterial colonization of the intestinal epithelial surface and consequently limits activation of adaptive immune responses by the microbiota [36]. Our results confirm the association of these proteins with colonic inflammation but they don’t separate acute from more chronic stages.

Research on intestinal fibrosis has been challenging in part because of a lack of suitable animal models [37]. Hence, having an appropriate animal model of chronically relapsing disease would undoubtedly add to the understanding of the biology of fibrosis [10]. The development of anti-fibrotic therapy would greatly benefit from the availability of an animal model that progresses toward chronic inflammation and so may offer the opportunity to compare acute and chronic repair mechanisms [10], which was the major goal of this study. Indeed, while long term medical therapy for IBD can influence significantly the inflammatory aspects of the disease, the connective tissue changes usually persist, leading to stricture formation, fibrosis and surgery [2]. Mucosal healing with medical therapy has been studied in some detail, but transmural lesions may be equally relevant for disease progression. Treating patients early in the disease course may prevent transmural complications such as fibrosis and fistulas, but treating at very early stages has been a major challenge in clinical practice.

To study more chronic phases of experimental colitis, non-invasive imaging tools that can be repetitively applied to the same animal would be a major asset. Here, we present for the first time the use of *in vivo* MRI *T_2_* relaxometry as a non-invasive assessment tool of inflammation and fibrosis in murine colitis. *T_2_* relaxometry was able to discern between the effects of different cycles of DSS and correlated with the observed histological changes, allowing *in vivo* monitoring of disease status. The lower *T_2_* due to the fibrosis component compared to a higher *T_2_* in case of inflammation is expected but different problems make that we decided not to state directly that we can measure fibrosis with this technique as such without a component of inflammation (tissue edema).

Tissue edema will in part be reflected by a higher water content per pixel. Since water has a higher *T_2_* than normal tissue, pixels with substantial tissue edema will be associated with an increased *T_2_*. Thus, the shift of the histogram of the colon to lower *T_2_* values with more cycles of DSS can in part be explained by a decrease of active inflammation which is prominent in the acute DSS model. However, we did not observe differences in water content of the acute colitis tissue vs. the 2-, and 3-cycles colitis tissue. Moreover, more cycles of DSS were associated with a significant increase in deposition of extracellular matrix. This suggests that the decrease in inflammation can never be fully responsible for the shift in *T_2_* in chronic DSS. The shift in *T_2_* is probably not just reflecting a lower water content due to a reduction in inflammation and is likely to be influenced by other factors such as the progressive fibrosis. The current data do not allow to completely separate both components due to the low pixel resolution of the MR images relative to the colon wall thickness in mice, the different signals of fibrosis and inflammation/tissue edema cannot be evaluated as such as both signals are present within the same MRI pixel. The relaxometry represents the global evaluation within the pixels of the bowel wall as a whole instead of regions within the wall with fibrosis or inflammation separately. In addition, the first healing phase after the acute inflammation could explain a first shift towards lower *T_2_* followed by a later further reduction in *T_2_* more caused by increasing fibrosis. Significant increases in the fibrosis score without changes in inflammation between groups would be needed to provide evidence for this hypothesis. Moreover, data indicate that strictures in human CD are most often composed of a variable range of inflammatory and fibrotic regions. However, in patients (and larger animals), due to the larger pixel density in MR enterography, it is likely that *T_2_* relaxometry algorithms can be applied to the layers of the bowel wall and to determine what proportion of the transmural disease is inflammatory. This would allow to delineate clear regions within the same image of the bowel wall of fibrosis or inflammation and to study the longitudinal changes in *T_2_* for both. Altogether, these findings suggest that *in vivo T_2_* relaxometry is a promising non-invasive assessment tool of inflammation and fibrosis of the bowel wall in colitis but more studies are necessary to reveal the main reason for the shift in *T_2_* and to determine meaningful cut offs associated with pre-dominant fibrosis or inflammation.

In summary, the murine repeated cycles of DSS colitis model opens perspectives for studying the effects of healing and fibrosis in CD. It addresses the need for more reliable animal models which mimic the chronically relapsing inflammation underlying the complications of human CD. The technical ease of the DSS model and ability to induce it in mice of common genetic background makes it an attractive model to study the connective tissue changes and intestinal fibrosis occurring in IBD. This will undoubtedly add to the understanding of the biology of intestinal wound healing and can lead to the development of more effective and more targeted therapeutic strategies for intestinal fibrosis and remodeling.

## Supporting Information

Figure S1 **Detail of the histological score of inflammation.** The score of histological inflammation, with a maximum score of 15, was calculated as the sum of following parameters: mucosal architecture change (0, none; 1, focal and mild; 2, multifocal or diffuse and mild to moderate; 3, multifocal or diffuse and severe), mononuclear cell infiltration (0, within normal limits; 1, slightly increased infiltrate in the lamina propria; 2, dense infiltrate in the lamina propria; 3, cell aggregates in the mucosa or submucosa), neutrophil infiltration (0, none; 1, in the lamina propria with or without cryptitis; 2, one or more crypt abscesses; 3, infiltration of neutrophils in the mucosa or submucosa), epithelial defects (0, none; 1, unequivocable focal erosion; 2, multifocal erosion; 3, ulceration) and goblet cell loss (0, none; 1, focal; 2, multifocal; 3, generalized). Per mouse, the mean score of two cross-sections and one longitudinal section of each of the five parameters was calculated. Data are expressed as medians with IQR. Mann-Whitney U testing (*p<0.05, **p≤0.01, ***p≤0.001).
(TIF) Click here for additional data file.

Table S1 **Unsupervised hierarchical clustering of the top 50 gene probe sets with the highest variation in expression across the 30 arrays.**
(DOCX) Click here for additional data file.

Table S2 **The 72 unique genes identified in the top 50 significantly upregulated genes of 1-, 2-, and 3-cycles DSS colitis (FDR<0.05, FC>2) (fold change versus controls).**
(DOCX) Click here for additional data file.

Table S3 **Top 50 significantly upregulated genes in acute colitis (fold change versus controls).**
(DOCX) Click here for additional data file.

Table S4 **Top 50 significantly upregulated genes in 2-cycles DSS colitis with additional recovery (fold change versus controls).**
(DOCX) Click here for additional data file.

Table S5 **The 90 significantly upregulated genes uniquely upregulated after additional recovery (2 cycles of DSS administration followed by an additional recovery period compared to 2-cycles DSS colitis).**
(DOCX) Click here for additional data file.

# Supplementary material for: Unique Gene Expression and MR T2 Relaxometry Patterns Define Chronic Murine Dextran Sodium Sulphate Colitis as a Model for Connective Tissue Changes in Human Crohn’s Disease
**Source:** PLoS One. 2013 Jul 23;8(7):e68876. doi: 10.1371/journal.pone.0068876
**Supplement:** Table S1 — Unsupervised hierarchical clustering of the top 50 gene probe sets with the highest variation in expression across the 30 arrays.

**Table S1: Unsupervised hierarchical clustering of the top 50 gene probe sets with the highest variation in expression across the 30 arrays**

# Supplementary material for: Unique Gene Expression and MR T2 Relaxometry Patterns Define Chronic Murine Dextran Sodium Sulphate Colitis as a Model for Connective Tissue Changes in Human Crohn’s Disease
**Source:** PLoS One. 2013 Jul 23;8(7):e68876. doi: 10.1371/journal.pone.0068876
**Supplement:** Table S2 — The 72 unique genes identified in the top 50 significantly upregulated genes of 1-, 2-, and 3-cycles DSS colitis (FDR<0.05, FC>2) (fold change versus controls).

**Table S2: The 72 unique genes identified in the top 50 significantly upregulated genes of 1-, 2-, and 3-cycles DSS colitis (FDR<0.05, FC>2) (fold change versus controls)**

* 1 = within the top 50 most upregulated genes in 1-cycle DSS colitis (fold change versus controls), 2 = within the top 50 most upregulated genes in 2-cycles DSS colitis (fold change versus controls), 3 = within the top 50 most upregulated genes in 3-cycles DSS colitis (fold change versus controls).

# Supplementary material for: Unique Gene Expression and MR T2 Relaxometry Patterns Define Chronic Murine Dextran Sodium Sulphate Colitis as a Model for Connective Tissue Changes in Human Crohn’s Disease
**Source:** PLoS One. 2013 Jul 23;8(7):e68876. doi: 10.1371/journal.pone.0068876
**Supplement:** Table S3 — Top 50 significantly upregulated genes in acute colitis (fold change versus controls).

**Table S3: Top 50 significantly upregulated genes in acute colitis (fold change versus controls)**

# Supplementary material for: Unique Gene Expression and MR T2 Relaxometry Patterns Define Chronic Murine Dextran Sodium Sulphate Colitis as a Model for Connective Tissue Changes in Human Crohn’s Disease
**Source:** PLoS One. 2013 Jul 23;8(7):e68876. doi: 10.1371/journal.pone.0068876
**Supplement:** Table S4 — Top 50 significantly upregulated genes in 2-cycles DSS colitis with additional recovery (fold change versus controls).

**Table S4: Top 50 significantly upregulated genes in 2-cycles DSS colitis with additional recovery (fold change versus controls).**

# Supplementary material for: Unique Gene Expression and MR T2 Relaxometry Patterns Define Chronic Murine Dextran Sodium Sulphate Colitis as a Model for Connective Tissue Changes in Human Crohn’s Disease
**Source:** PLoS One. 2013 Jul 23;8(7):e68876. doi: 10.1371/journal.pone.0068876
**Supplement:** Table S5 — The 90 significantly upregulated genes uniquely upregulated after additional recovery (2 cycles of DSS administration followed by an additional recovery period compared to 2-cycles DSS colitis).

**Table S5: The 90 significantly upregulated genes uniquely upregulated after additional recovery (2 cycles of DSS administration followed by an additional recovery period compared to 2-cycles DSS colitis).**

How the deposited data were processed for this re-analysis (not part of the article)

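Expression was measured in colon tissue of single mice on Affymetrix Mouse Gene ST arrays. The 29 arrays used here come from 5 control mice, 4 mice with acute colitis, 5 mice each after 1, 2 and 3 cycles of DSS, and 5 mice after 2 cycles with additional recovery. 1 more array of acute colitis, which the paper describes, was not analysed here. Each array was assigned to its group from its label, and the letter and digit of the label (A1, B2 and so on) name the replicate.

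The authors normalized the scanned arrays with RMA in R 2.12.2 and deposited 1 log2 expression value per probe set and array. No further normalization, filter or background correction was applied here, and all 35511 probe sets were tested. Gene symbols come from the annotation of the array: 21789 probe sets have 1 symbol, 1621 have several and 12101 have none. The Entrez identifiers of 21698 probe sets with 1 symbol are also in the RefSeq gene table, with 0 differing symbols. Of the 29 columns of values read here, 0 were left out. The values lie between 1.93 and 13.97 on the log2 scale. The files give no signal of single probes and no background level, so the number of arrays sets the precision.

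Comparisons were made with limma 3.58.1 in R 4.3.3. The main model has 1 mean per group and 1 spread per probe set over all 6 groups, moderated across probe sets, since the paper names limma without saying whether groups were fitted together. Each DSS group was compared with controls, recovery with 2 cycles, acute colitis with the mean of the 3 chronic groups and with each of them, and the chronic groups with each other. The p-values were adjusted by Benjamini-Hochberg over all probe sets within a comparison, and a call needs an adjusted p under 0.05 and a fold change above 2. Top lists hold the 50 genes of largest fold among probe sets called higher, with 1 gene symbol, without probe sets annotated as immunoglobulin chains and with 1 probe set per gene. The Ingenuity mapping and functions of the study could not be repeated. Arrays were clustered with complete linkage on the Euclidean distance of the 50 probe sets of highest variance.

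Gene lists were written before the data were examined: squamous genes named in the study and squamous genes it does not name, skeletal muscle, simple epithelial keratins, absorptive colonocytes, goblet cells, enteroendocrine cells, crypt stem cells and proliferation, B cells, plasma cells, T and NK cells, neutrophils, monocytes and macrophages, mast cells, platelets and megakaryocytes, interferon gamma response, MHC class II, antimicrobial defence, inflammatory cytokines and chemokines, matrix metalloproteinases and inhibitors, collagens, other extracellular matrix, smooth muscle, enteric neurons and glia, blood and lymphatic endothelium, adipose tissue, exocrine pancreas, small intestine, posterior Hox genes, immediate early and stress genes, and red cells. The 31 lists were tested with limma's camera at a preset correlation of 0.01 between genes, and again with a correlation estimated from the data, with Benjamini-Hochberg adjustment over the lists. A gene with several probe sets is represented by the brightest. Single values of 2 groups were compared with an exact two-sided permutation test, with adjustment over 42 tests.

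The named genes were fixed beforehand as every gene that the study names for a claim, the 10 largest rises and falls of each comparison among called genes whose groups do not overlap, and up to 4 members of each list with the largest change. The values of Tables S3 to S5 and of Figure 6 had been seen when this rule was written.

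The limma steps were tested on simulated data made from these arrays, with 100 probe sets changed at each fold over 35511. At 3-fold, the share recovered was 98% for acute colitis against control, 99% for recovery against control and 99% for recovery against 2 cycles. In these simulations at most 3 unchanged probe sets were called. The share recovered for a rise seen in only some mice of a group, as for the keratins after recovery, was not tested. For camera, a list of 40 genes raised in simulated recovery arrays was called, as was 1 other of the 31 lists.

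The alternatives chosen before the data were examined were a fit of the compared groups only, the label's letter as a random block, array weights, a trended and robust prior, leaving out dim probe sets, leaving out probe sets with no gene symbol, quantile normalization once more, centring of each array, each array left out in turn, other linkages and numbers of probe sets for the tree, other lengths of the top lists, and other settings for the list tests. The array weights ranged from 0.320 to 1.84, and 19729 probe sets remained when dim ones were left out. Each mouse belongs to 1 group, and the correlation of arrays with the same letter was -0.07. After the data were seen, 4 further settings were added: the 2 sets of arrays defined by the ATP6 probe set as a covariate, fits within 1 of these sets, the removal of the difference between the 2 sets before clustering, and the mean of the squamous genes the study does not name as a covariate. For lists and overlaps that share control arrays, unchanged groups were simulated 100 times against the same controls, with lists of the observed lengths taken by fold alone, and the controls were divided between the 2 comparisons in 20 ways.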

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

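The test of the squamous genes that the study does not name, the test of the skeletal muscle genes, the test of probe sets as bright as the keratins, the tests of the 2 array sets and all counts of other groupings were chosen only after the results were seen. The tests written beforehand for squamous and skeletal muscle genes, correlations over arrays, are not given because the arrays form clusters.

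In 3-cycles replicate G3 the mean of 5 keratins was 8.73, far from the other arrays of its group, a signal in a group for which the paper describes no keratins. In 2-cycles replicate D4 the same mean was 5.67, the highest of its group. The others that lay apart were Ido1 in acute replicate B2 at 8.70, Igha in control replicate A1 at 9.35 and Mptx1 in 1-cycle replicate K3 at 5.52. Of 60 groups tested in this way 5 held such an array, and chance flags about 1 in 20 groups, here 3; the values to test were chosen after they had been seen.

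The keratin rise after additional recovery was seen in 4 of 5 recovery arrays and in 1 array of another group, which argues against a response of every mouse given additional recovery. Genes of the same epithelium that the study does not name rose with it (26 of 39 higher over the list alone, 2 lower), while 1 of 21 skeletal muscle genes did, which argues against sphincter muscle in the same pieces as far as these genes show it. These values are consistent with stratified squamous epithelium in some of the tissue pieces, and the same 26 genes would rise if the mucosa of some mice took on a squamous programme, so that the test does not separate the 2. Array intensity as a cause was not settled. Of the 13362 probe sets as bright as these keratins in controls, 0.195% rose by 2.07 or more, 0.5 of the keratin rise of 4.14. This cannot decide, because RMA brings the arrays to 1 distribution, in which most of these probe sets could hardly rise together. The median of probe sets with no gene listed spanned 0.322 over all arrays. That is above the bound of 0.2 set beforehand for arrays with and without high keratins. The comparison of those arrays was not made because it would group arrays by the outcome. A mixed or exchanged sample was not tested.

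The arrays form 2 sets within the groups, in which 64 probe sets differ by more than 2-fold, a signal in probe sets the paper does not discuss. At an adjusted p under 0.05 with any fold, 599 probe sets differ by limma. Of the 64, 90.6% have no gene listed, against 34.1% on the array, which a technical difference between the sets could produce. Those with no gene listed include the probe set called ATP6. They also include at least 1 control probe set of the array, higher by 2.79 on the log2 scale in the high arrays. An effect of the number of DSS cycles as the whole cause is argued against by 2 groups, acute colitis and 2 cycles, that hold at least 2 arrays of each set. A difference in handling or date is not recorded, and no biological explanation was tested beyond the number of cycles. Controls and 1 cycle lie in 1 set and 3 cycles and recovery in the other, so for those comparisons the sets and the groups are confounded.

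The test between acute and chronic colitis, made directly, gave 324 probe sets, and 82 was the highest number from other groupings of these arrays, so that chance can be excluded. Recovery and 2 cycles differed directly in 57 probe sets; by the 100 groupings alone chance can be excluded (2 as large), but a mixed grouping, with D4, M1, M3, N2 and N3 on 1 side and M5 on the other, gave 60. The number was 0 by limma in the fit of these 2 groups (3420 at an unadjusted p under 0.05) and without M1 or N3, and the keratin mean differed by 4.05 (exact permutation test, p = 0.0476, adjusted p = 0.0952 over 42 tests). Between 3 cycles and 1 cycle 43 probe sets differed and other groupings gave at most 1, but the groups part exactly as the 2 array sets do.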

How the results depend on the processing

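The fits with the array sets or the squamous genes in the model, the fits within 1 array set and the clustering with the array set differences removed were chosen only after the data were seen. Beyond the settings below, the cause was not tested. No change past 1.5 times came from the trended and robust prior, dim probe sets left out, quantile normalization once more or centring of the arrays (25 results each), from average or Ward linkage, other numbers of probe sets, the interquartile range, the tree without immunoglobulin and unnamed probe sets or with the array set differences removed (2 results each), or from all probe sets of a gene in the list tests (7 results). For single genes, 4400 alternatives kept the call, 239 ended it, 14 gave one, 3 moved the value and 1 reversed it. No paired analysis was possible because each mouse belongs to 1 group. Without probe signals, a limit from signal over background could not be set.

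With the compared groups only, 18 of 25 results stayed within 1.5 times. Recovery against 2 cycles went from 54 higher and 3 lower to 0 and 0 by limma (3420 at an unadjusted p under 0.05), acute colitis against 1 cycle from 247 to 107 and against 3 cycles from 312 to 190, 2 cycles against 1 cycle from 0 to 2, and the recovery calls that pass only the adjusted p after 2 cycles from 19 to 31; of those not significant after 2 cycles, the ones higher than after 2 cycles went from 48 to 0. With the label's letter as a random block, 5 probe sets were lower after recovery than after 2 cycles and 1 differed between 2 cycles and 1 cycle. With array weights, 2 differed between 2 cycles and 1 cycle, 1 between 3 cycles and 2 cycles, and 30 recovery calls passed only the adjusted p after 2 cycles. Among probe sets with a gene symbol, 71 were lower after 3 cycles (212 over all probe sets), 56 lower after recovery (200 over all), 1 differed between 2 cycles and 1 cycle and 5 between 3 cycles and 1 cycle (43 over all); here fewer probe sets were tested.

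With the array sets in the model, a setting estimated from acute colitis and 2 cycles alone, 25 of 44 results stayed within 1.5 times; calls were lost to wider standard errors where folds stayed, as for Krt5 after recovery (4.52, standard error 1.34, from 4.62 and 0.90). Probe sets lower after 2 cycles went from 44 to 12; after 3 cycles 110 were higher (363 without this term) and 33 lower (212 without); after recovery 71 were higher (382 without) and 10 lower (200 without). Recovery against 2 cycles had 11 higher and 1 lower, and 3 cycles against 1 cycle 0. Of the recovery calls, 53 were called after 2 cycles (247 without), 9 passed only the adjusted p (19 without) and 9, for 8 genes, neither (116 for 95 genes without), of which 1 was higher than after 2 cycles (48 without). In the top lists, 7 genes were common to 1, 2 and 3 cycles (27 without), 85 were chronic and not acute (45 without), 6 common to acute and all 3 chronic lists (14 without), 8 in the recovery list alone (35 without), 25 common to recovery and a chronic list (15 without) and 5 to recovery and all 3 (10 without). Within the low arrays, 125 were higher and 22 lower after 2 cycles, 73 differed between acute colitis and 1 cycle and 141 between acute colitis and 2 cycles (385 over all arrays); within the high arrays 0 were higher and 0 lower after recovery than after 2 cycles by limma. These fits hold fewer arrays. With the squamous genes in the model, 115 were higher and 91 lower after recovery, 0 were higher and 0 lower than after 2 cycles by limma, and Krt1 after recovery against controls reversed from 1.81 to -0.0154; Krt1 is itself 1 of the genes averaged for this covariate.

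The length of the top lists sets their overlap by construction. At 25 genes per list, 39 genes were in the chronic lists combined, 10 common to all 3, 14 common to acute and chronic lists, 11 acute only, 25 chronic and not acute, 6 common to acute and all 3, and 50 in acute and chronic lists together; 19 were in the recovery list alone, 6 common to recovery and a chronic list, 5 to recovery and all 3, 33 chronic and not recovery, and 58 in recovery and chronic lists together. At 100 genes per list, the chronic lists combined held 136 genes, with 67 common to all 3, 55 common to acute and chronic lists, 45 acute only, 81 chronic and not acute, 31 common to acute and all 3, 181 in acute and chronic lists together, 54 common to recovery and a chronic list, 46 to recovery and all 3, and 182 in recovery and chronic lists together. With the correlation between genes estimated from the data, the lists called went from 14 to 0 in acute colitis, 17 to 4 after 1 cycle, 20 to 4 after 2 cycles, 17 to 1 after 3 cycles, 21 to 1 after recovery, 8 to 1 for recovery against 2 cycles and 19 to 2 for acute against chronic colitis.

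With each array left out in turn, probe sets lower after 1 cycle (66) ranged from 31 to 118 (31 without A1, 118 without A2, 105 without K1), lower after 2 cycles (44) from 22 to 59 (22 without E2), lower after 3 cycles (212) from 137 to 268 (137 without G3) and lower after recovery (200) from 133 to 255 (133 without A1). Those higher after recovery than after 2 cycles ranged from 0 to 97: 11 without D4, 12 without D5, 16 without E2, 18 without E3, 1 without E4, 0 without M1, 1 without M3, 97 without M5 and 0 without N3 by limma. Those of them called against controls and not significant after 2 cycles (48) ranged from 0 to 89: 9 without D4, 10 without D5, 14 without E2, 15 without E3, 1 without E4 or M3, 0 without M1 or N3 and 89 without M5. Those lower than after 2 cycles ranged from 0 to 5: 0 without D4, D5, E4, M1, M3 or N3, 1 without E2 or E3 and 5 without N2. Probe sets higher in acute than in chronic colitis (100) ranged from 40 to 195 (195 without B2, 40 without B3), those that differ between acute colitis and 1 cycle (247) from 187 to 458 (458 without B2), those between 2 cycles and 1 cycle from 0 to 2 (1 without A1, B4, E2 or F5, 2 without D5) and those between 3 cycles and 1 cycle (43) from 19 to 52 (27 without F3, 28 without G3, 19 without J5). Recovery calls that pass only the adjusted p after 2 cycles (19) ranged from 9 to 31 (12 without A1, 10 without A5, 9 without D5, 11 without E3, 31 without N3). Arrays on the study's side of the first division (29) ranged from 15 to 28 (15 without B2 or C3), and lists called for recovery against 2 cycles (8) from 5 to 9 (5 without E3 or N3).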

Differences from the paper's values

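The settings counted here were chosen before the data were examined, unless a sentence says otherwise; only the test within the low arrays was chosen after the values were seen. The acute groups compared are unlike: the paper's has 5 arrays and the group here 4. The lowest fold of the 50 acute genes over the chronic groups was 1.36, against the paper's 3. None of the 38 settings reached the paper's value, since the fold ranged from 0.955 (without B2) to 1.39 (without G3). The highest fold was 6.09, against the paper's 9; it ranged from 5.42 (without B3) to 9.29 (without B2), which reaches the paper's value, and it lay within 1.5 times of the paper's in 31 of the 38 settings and not in the others, which are those without B3, D5, E3, F3, F5, G2 or K2. In all, 26 of the 50 folds lie between the paper's 2 ends.

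The paper states that 5 genes were higher in acute than in chronic colitis, from an acute group with 1 array more than here. For REG3G and REG3B it also states that the proteins do not tell the acute stage from later ones. Over the 5, Ido1 and Cxcl9 were called, and Reg3b (1.35, adjusted p = 0.257), Reg3g (1.10, adjusted p = 0.333) and Clca4b (0.95, adjusted p = 0.217) were not called in limma, although all 5 differences are positive. Without acute replicate B4, Reg3b (2.81) and Reg3g (2.46) were called, and no limma setting called Clca4b, which was higher than after 1 cycle by the exact permutation test (adjusted p = 0.0303). Against single chronic groups, Ido1 was called over 1, 2 and 3 cycles, Cxcl9 over 2 and 3 cycles and Reg3b over 2 cycles (2.68), and without B4 Reg3b also over 3 cycles (2.94). Reg3g was called over 2 cycles with array weights (2.78), without B4, and within the low arrays (3.85), the setting chosen after the values were seen, and over 3 cycles without B4 (2.61). Cxcl9 was called over 1 cycle without B2.

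For recovery against 2 cycles, the paper sets the lists of calls against each other and describes a rise of keratins that is particular to recovery. In a direct test 48 of the 116 probe sets in that class differed, and 0 of 90 differed in the fit of the compared groups only. That fit gave the paper's numbers 376, 255 and 90, where the fit of all groups gave 382, 247 and 116. The paper's 65 genes compare with 64 in that fit and 95 in the fit of all groups, and the paper's 8 keratins with 9 and 10; over all settings the keratins were 8 to 11, and those among the 15 largest rises were 5 to 6, against the paper's 5. The fold changes of Tables S4 and S5 lie within 1% of those here for 50 of 50 and 90 of 90 probe sets.

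Over the 50 probe sets of Table S3, the ratio of the fold here to the table's fold was 0.603 to 1.11, with a median of 0.761, and 10 lie beyond 1.5 times. In the top lists, the paper's 72 chronic genes compare with 71 here, its 101 acute and chronic genes with 95, its 30 acute genes outside the chronic lists with 24, its 50 chronic genes outside the acute list with 45, its 21 common genes with 26, and its 11 common to all 3 cycles with 14. Counted in the tables themselves, 51 genes are in Table S2 alone and 29 in Table S3 alone, against the paper's 50 and 30. For recovery, the paper's 34 genes outside the chronic lists compare with 35, its 16 common genes with 15, its 11 common to all 3 cycles with 10, and 56 and 106 are the same. These counts use the thresholds of the paper and not its Ingenuity mapping.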

Other observations

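Of the tests in this part, the counts of other groupings were chosen only after the results were seen. Acute colitis lowered genes of the surface epithelium and of the muscle wall. Mptx1, a mucosal pentraxin, had a log2 fold change of -6.45 (standard error 0.73, adjusted p = 6.63e-07 from limma), Tgm3, a transglutaminase of surface epithelium, -4.21, Slc37a2, a sugar-phosphate exchanger, -2.84, and Clca1, which goblet cells secrete, -1.67. Of 26 genes of absorptive colonocytes, 10 were called lower in acute colitis (13 when adjusted over the list alone). The mean of this list fell most in acute replicates B4 and C3, at 8.53 and 9.37. It was 10.05 in B2 and 9.81 in B3, nearer to the controls at 10.18 to 10.41. Of 15 goblet cell genes 3 were lower and 1 higher. All 15 smooth muscle genes were lower when adjusted over the list alone, 9 of them past both thresholds, among them the intermediate filament genes Synm (-2.07) and Des (-1.87) and the smooth muscle actin Actg2 (-1.91). Acta2 had a log2 fold change of -1.06, a call lost at -0.97 with the 2 sets of arrays in the model and at -0.83 within the low arrays, where it falls short of the fold threshold, and without B4 or C3. Camera gave the smooth muscle list an adjusted p of 1.64e-18 in acute colitis (adjusted p = 0.169 with an estimated correlation) and, against chronic colitis, an adjusted p of 0.0485 with an estimated correlation. Of 11 posterior Hox genes, which mark position along the gut, 4 were lower in acute colitis.

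Other lists that were examined gave these numbers of genes past both thresholds. In acute colitis, 15 of 22 monocyte and macrophage genes were higher, and 10, 12, 11 and 9 after 1, 2 and 3 cycles and after recovery. T and NK cell genes were higher in 3 of 20 in acute colitis, and in 1, 5, 5 and 4 after 1, 2 and 3 cycles and recovery. MHC class II genes were higher in 5 of 9 in acute colitis and in 9, 9, 8 and 8 in those groups. Antimicrobial defence genes were higher in 10 of 22 in acute colitis (2 lower) and in 10, 8, 9 and 10 (1 lower after recovery) in the other groups. Of 11 mast cell genes 1 was lower in acute colitis and 2, 1, 2 and 2 were higher in the others. Of 17 matrix metalloproteinase and inhibitor genes 8 were higher and 1 lower in acute colitis, and of 29 other extracellular matrix genes 1 was higher and 2 lower. Enteroendocrine genes had 1 of 11 lower in acute colitis, crypt stem cell and proliferation genes 1 higher and 1 lower of 19 (11 higher when adjusted over the list alone), exocrine pancreas genes 2 of 9 lower and endothelial genes 1 of 15 higher. No gene was called in acute colitis by limma among 14 enteric neuron and glia genes, 9 adipose genes, 11 small intestine genes, 13 immediate early genes, 8 platelet genes or 2 red cell genes. After recovery, the squamous genes named in the study were higher in 39 of 40, and 31 of them were higher than after 2 cycles; of 21 skeletal muscle genes, 0 were called by limma and 1 was higher when adjusted over the list alone.

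Each comparison of groups was repeated on 100 groupings of its arrays of the same sizes, the real one included. Chance can be excluded for acute colitis against controls (985 probe sets, at most 663 in another grouping), 1 cycle (375, at most 3), 2 cycles (366, at most 3), 3 cycles (575, at most 7) and recovery (582, at most 130) against controls. It can be excluded as well for acute colitis against 1 cycle (247, at most 154), 2 cycles (385, at most 190) and 3 cycles (312, at most 210). For 2 cycles against 1 cycle (0, at most 2; 2056 at an unadjusted p under 0.05 by limma) and 3 cycles against 2 cycles (0, at most 1; 4155 at an unadjusted p under 0.05), the real number is 0, so that all 100 groupings give as many and the count says nothing about chance.

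For the number of gene lists called at the preset correlation, chance can be excluded for 2 cycles against controls (20 lists, at most 20 in another grouping; 3 groupings as large) and acute against chronic colitis (19, at most 20; 2 groupings as large). It cannot be excluded for acute colitis (14, at most 17; 26 groupings as large), 1 cycle (17, at most 18; 9 as large), 3 cycles (17, at most 20; 22 as large) and recovery (21, at most 21; 5 as large) against controls, or for recovery against 2 cycles (8, at most 19; 51 as large). The number of lists called at that setting therefore says little about the groups.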
